# Anaerobically Grown *Escherichia coli* Has an Enhanced Mutation Rate and Distinct Mutational Spectra

**DOI:** 10.1371/journal.pgen.1006570

**Published:** 2017-01-19

**Authors:** Sonal Shewaramani, Thomas J. Finn, Sinead C. Leahy, Rees Kassen, Paul B. Rainey, Christina D. Moon

## Abstract

Oxidative stress is a major cause of mutation but little is known about how growth in the absence of oxygen impacts the rate and spectrum of mutations. We employed long-term mutation accumulation experiments to directly measure the rates and spectra of spontaneous mutation events in *Escherichia coli* populations propagated under aerobic and anaerobic conditions. To detect mutations, whole genome sequencing was coupled with methods of analysis sufficient to identify a broad range of mutational classes, including structural variants (SVs) generated by movement of repetitive elements. The anaerobically grown populations displayed a mutation rate nearly twice that of the aerobic populations, showed distinct asymmetric mutational strand biases, and greater insertion element activity. Consistent with mutation rate and spectra observations, genes for transposition and recombination repair associated with SVs were up-regulated during anaerobic growth. Together, these results define differences in mutational spectra affecting the evolution of facultative anaerobes.

## Author Summary

When organisms are exposed to different environments, the rates and types of mutations that spontaneously arise in each environment can vary due to differing mutagenic pressures imposed by each environment, and these can potentially influence the evolution of the organism. Little is known about the types of mutations that arise when facultative anaerobes are grown in the absence of oxygen. To investigate the effect of oxygen availability on spontaneous mutation at the genome level, we directly measured the mutation rates of bacteria that were grown with and without oxygen under controlled laboratory conditions. To our knowledge, we have obtained the most comprehensive mutation rate estimate of anaerobically grown *Escherichia coli*, where mutation rates are higher in the absence of oxygen. We found that genomic structural variations, a class of mutations that are typically not investigated due to technical difficulties, were more prevalent under anaerobic growth conditions. We also identified distinct DNA strand biases for substitution types under aerobic and anaerobic growth conditions. Our findings provide new insights into the impact that oxygen availability may have on spontaneous mutations, and the mutational processes that underlie them.

## Introduction

Mutations are the ultimate source of genetic variation and play a central role in the tempo of evolution. Spontaneous mutation rates [1] vary considerably among different organisms [2–4] and grown in different environments [5]. Facultative anaerobes are metabolically versatile, being able to grow in both the presence and absence of oxygen, though the impact that each condition and contrasting cellular physiology has on spontaneous mutation rates and molecular spectra has received little attention [5].

Oxygen is the terminal electron acceptor during aerobic respiration with mutagenic reactive oxygen species (ROS) being normal cellular by-products. The impact of ROS on mutation rates and spectra has been documented [5, 6] with G →T transversions being a hallmark change [7]. However, in the absence of oxygen, energy can be generated by either anaerobic respiration or fermentation [8]. These metabolic modes result in different intracellular conditions that may impact spontaneous mutations. ROS concentrations in anaerobically grown cells are lower, thus less ROS-initiated mutations are expected to occur. In contrast, fermentation end-products typically include short-chain fatty acids, which may directly induce DNA damage, or be mutagenic through the acid stress response [9, 10]. Furthermore, compared to aerobically grown cells, anaerobically grown cells display slower growth rates as less ATP is generated per unit substrate.

*Escherichia coli* is one of the most extensively characterized facultative anaerobes, and can undergo anaerobic respiration in the presence of electron acceptors [8]. In the absence of such compounds, *E*. *coli* employs a “mixed acid” fermentation, where redox balance is achieved by the formation of a variety of end products [9]. *Escherichia coli* mutation rates and evolution have been extensively studied under aerobic conditions [6, 11–13]. Additionally, experimental systems that take advantage of its ability to rapidly attain large population sizes, ease of handling, and small genome size, have been established [13–15]. To measure spontaneous mutation rates, mutation accumulation (MA) experiments are commonly used [4, 6, 12], and genome re-sequencing allows for detailed genome-wide mutation detection [4, 16]. While base pair substitutions (BPSs) and insertions or deletions of one or few nucleotides (indels) are readily identifiable, structural variations (SVs) of the genome, such as chromosomal rearrangements, mobile genetic element (MGE) movement, MGE-mediated deletions, inversions and translocations of large genome regions are less readily detected. SVs generally arise from recombination between homologous or partially homologous DNA sequences, or the transposition of elements such as insertion sequences (ISs) [17], and these require sufficient sequence information flanking each repeat to determine if the sequence has recombined, or moved to a new location, resulting in a novel flanking sequence pairing. To date, studies have utilized split-read alignments from paired-end sequencing data as implemented in Pindel [18], an *A-Bruijn* graph-based algorithm as implemented in GRASPER [19], or optical mapping [20], to identify SVs in experimental bacterial populations. SV detection may also be achieved by using a mate-pair sequencing strategy with insert sizes that span the length of the repeat sequence, or with long sequence read technologies [21], but to our knowledge, such approaches have not yet been applied to MA studies [6, 22–24].

To date, the most comprehensive investigation into aerobic genome-wide mutation rate for *E*. *coli* estimated 1 × 10^−3^ mutations per genome per generation in a MA experiment on complex media, with mutation detection *via* whole genome re-sequencing, though this study did not measure SVs [6]. Furthermore, in an investigation into anaerobic spontaneous mutations [5], which was based on a single locus assay (*rpsL*), both a higher incidence of mutations and SVs for *E*. *coli* grown under anaerobic conditions, as compared to aerobic, was reported. It is unknown whether these trends are consistent on a genome-wide scale where the frequency of SVs may be influenced by the number and size of homologous sequences in the genome [25]. Here we report a comprehensive analysis of spontaneous mutations and the spectrum of mutational events in *E*. *coli* populations propagated under aerobic and anaerobic conditions. We show pronounced differences and thus shed light on the little studied effect of oxygen availability on evolutionary processes.

## Results

### Anaerobically grown *E*. *coli* REL4536 has a higher spontaneous mutation rate than aerobically grown *E*. *coli*

*Escherichia coli* REL4536 has been aerobically adapted to a minimal glucose medium [15], and was used to establish MA lineages on minimal glucose agar plates. Fifty lineages per growth regime were propagated daily aerobically, and every three days anaerobically, for 4,500 and 3,456 generations respectively, representing 180 and 144 single colony bottlenecks, respectively. Mutations were detected in evolved lineages, 24 per treatment, through whole genome re-sequencing by directly mapping sequence reads to the reference sequence to detect small mutations, and *de-novo* assembly and alignment of contigs to the reference genome for detection of SVs (S1 Dataset). A total of 282 mutations were detected (Fig 1A), with 124 and 158 mutations identified in the aerobically and anaerobically grown cells, respectively (S2 Dataset). Of these, 147 mutations were BPSs (74 and 73 in the aerobically and anaerobically grown cells, respectively), 98 were SVs (33 and 65) and 37 were indels (17 and 20) (S2 Dataset). Based on these data, the estimated spontaneous mutation rate of 1.90 × 10^−3^ mutations per genome per generation for anaerobically grown cells was 1.7-fold greater [Mann-Whitney (MW) U = 196, *p* = 0.029] than that of the aerobically grown cells, at 1.15 × 10^−3^ mutations per genome per generation (Table 1). Despite differences in the bacterial strain and media used, and when SVs were excluded from the analysis, the aerobic mutation rate calculated in this study is within the range of previous genome-based estimates for *E*. *coli* [6] that do not account for SV mutations. Furthermore, independent estimates of mutation rates were assessed by Luria-Delbrück fluctuation assays [26] using a nalidixic acid marker (S1 Table). The mutation rates for anaerobically grown (2.34 × 10^−4^ mutations per genome per generation), as compared to aerobically grown (7.81 × 10^−5^ mutations per genome per generation) REL4536 were 3-fold greater (S1 Table), thus displaying the same trend of higher mutations rates for anaerobically grown cells. The 95% confidence limits for the two mutation rate estimates overlapped slightly, however (S1 Table). Furthermore, the lower mutation rate estimates observed by fluctuation assays, as compared to mutation accumulation with genome sequencing, highlight potential biases of the former method due to being based on single phenotypes. To assess whether the trend of higher anaerobic mutation rate was specific to REL4536, which had pre-adapted to aerobic growth over 10,000 generations, a comparison with REL4536’s non-aerobically adapted ancestor, REL606, was also performed. Similarly, higher mutation rates for anaerobically grown cells were observed (1.6-fold greater than aerobically grown, S1 Table), but again, the broad 95% confidence limits for these estimates overlapped slightly (S1 Table).

**Fig 1:**
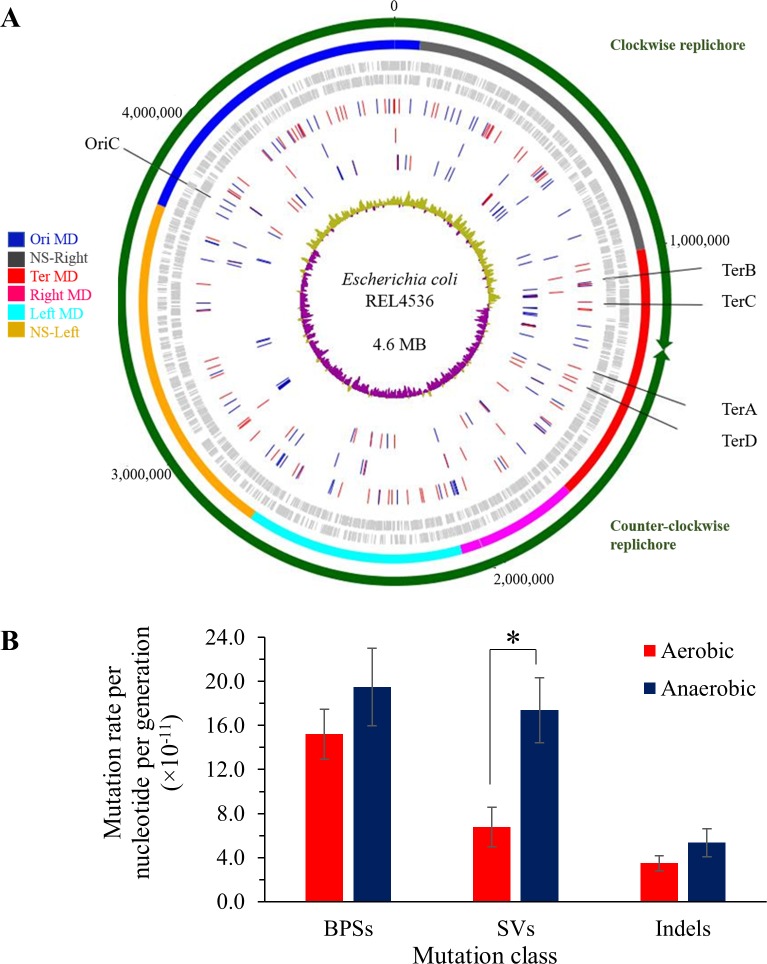
Mutation rates and spectra for aerobically and anaerobically grown REL4536. A) Genomic distribution of 124 and 158 mutations identified in the aerobically and anaerobically grown cells, respectively, mapped to the *E*. *coli* REL4536 genome. The outermost circle shows the genome organisation into replichores from the origin of replication, OriC, to the replication termination Ter sites. Arrows indicate the direction of replication for each replichore. The second circle shows the genome macrodomains (MDs), as defined previously [27, 28]. Coding sequences on the forward and reverse strands are shown on the third and fourth circles, respectively. BPSs, indels and SVs are shown on the fifth, sixth and seventh circles, respectively. Mutations in aerobic and anaerobic lineages are displayed in red and blue, respectively. The innermost circle displays the GC-skews, where green indicates an excess of G over C while purple indicates an excess of C over G. Detailed plots of cumulative mutation distribution against genome position are provided in S1 Fig) Mean mutation rates per nucleotide per generation of 24 aerobic and anaerobic lineages. Error bars are standard errors of the mean. * *p* < 0.05 by Mann-Whitney U-test.

**Table 1:** Genome-wide spontaneous mutation rates for *E*. *coli* grown aerobically and anaerobically.

	No. of lines	No. of generations per bottleneck	No. of bottlenecks	Mutation rate per genome per generation ± SEM	Mutation rate per nucleotide per generation ± SEM
Aerobic	24	25	180	1.15 × 10^−3^ ± 1.46 × 10^−4^	2.55 × 10^−10^ ± 3.25 × 10^−11^
Anaerobic	24	24	144	1.90 × 10^−3^ ± 2.74 × 10^−4^	4.23 × 10^−10^ ± 6.07 × 10^−11^

### Minimal selection during the MA study

To investigate the influence of selection on the MA lineages, the positional and functional context of BPSs were examined (S2 Table). Given the codon usage of *E*. *coli* REL4536 genes and that the observed transition to transversion ratio was 2.08, the non-synonymous to synonymous substitution ratio (dN/dS) was 2.70 for aerobically grown cells, which is not significantly different from the expected ratio of 3.10 in the absence of selection (Pearson χ^2^ = 0.003, df = 1, *p* = 0.954). For anaerobically grown cells, given the transition to transversion ratio of 1.09 (S2 Table), the observed dN/dS of 1.63, was significantly different from the expected ratio of 3.05 (χ^2^ = 5.37, df = 1, *p* = 0.020). These results suggest that while all practicable steps were undertaken to minimize selection, the anaerobic MA lineages, which encountered a novel environment compared to their aerobic counterpart, were subject to some selection. As parallel BPS mutations were not encountered, selection in the MA study was considered to have been minimal. However, the observed dN/dS ratios in the aerobic and anaerobic environments imply that the anaerobically grown cells were subject to greater purifying selection than the aerobic ones.

The ratio of protein-coding to non-protein-coding sequences in *E*. *coli* REL4536 is 7.83. In this study, BPSs in coding versus non-coding regions (S2 Table) were present at a ratio of 4.29 for aerobically grown cells (χ^2^ = 4.25, df = 1, *p* = 0.04) and 2.17 for anaerobically grown cells (χ^2^ = 29.59, df = 1, *p* < 0.001). An elevated substitution rate in non-coding regions has been observed in other MA studies [6, 29, 30] and may be a general reflection of the preferential repair of BPS DNA damage in coding regions [6].

### BPS analyses

BPSs were the most frequently observed mutation type, accounting for 52.1% of all mutations. A mean rate of 1.52 × 10^−10^ BPSs per nucleotide per generation was observed for the aerobically grown lines. This rate was not significantly different (*p* > 0.05, Student’s *t*-test) to the previously reported *E*. *coli* BPS rate of 1.99 × 10^−10^ BPSs per nucleotide per generation [6]. No significant differences between aerobic and anaerobic BPS rates were observed (Fig 1B). The predominant BPSs (comprising 45.6% of all BPSs) in both environments were G:C > A:T transitions (Fig 2). Substitution rates for A:T > C:G transitions were at least two-fold greater in anaerobically grown cells as compared to aerobically grown cells (MW U = 184, *p* = 0.017) (Fig 3).

**Fig 2:**
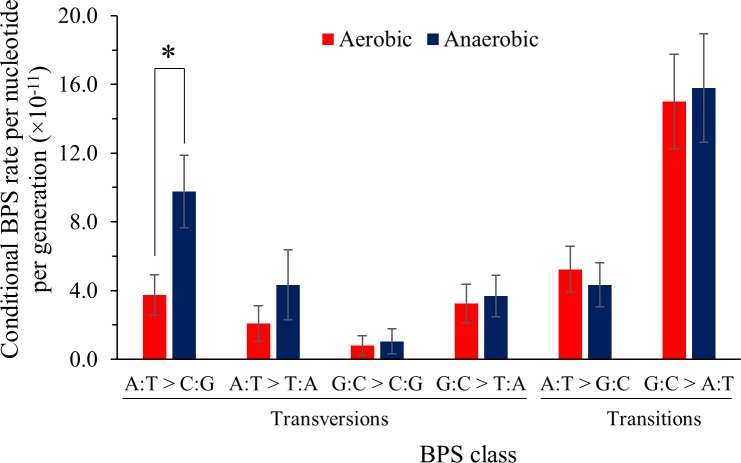
Conditional BPS mutation rates per generation in aerobically and anaerobically grown REL4536. Mutation rates for a total of 147 BPS mutations normalized to the number of A, T, G or C base pairs in each genome. Error bars are standard errors of the mean. * *p* < 0.05 by Mann-Whitney U-test.

**Fig 3:**
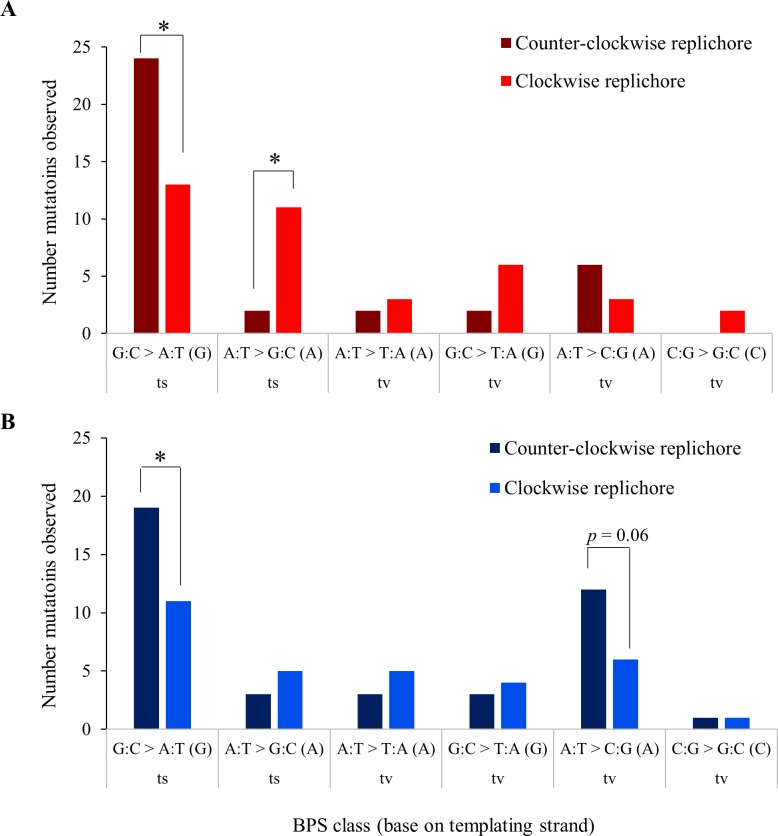
**Frequencies of BPSs in the clockwise and counter-clockwise replichores of A) aerobic and B) anaerobic lineages.** Expected values account for the uneven replichore sizes for REL4536 (clockwise replichore is 2.06 Mb, whereas the counterclockwise replichore is 2.54 Mb), and the assumption of equal mutation rates on the leading and lagging strand. * *p* < 0.05 by Pearson’s χ^2^-test.

A leading/lagging strand bias in the way BPSs accumulate has been observed in some MA studies [6, 31]. The two replichores of the *E*. *coli* chromosome start at the origin of replication and end at the terminus. During replication, the clockwise replichore strand, which templates lagging strand synthesis, is synthesized continuously while the counter-clockwise replichore strand, which templates the leading strand, is discontinuously synthesized [32]. Thus, any reciprocal mutational biases in leading and lagging strand synthesis will likely be reflected in the two replichores. To determine if there was DNA strand bias in this study, the number of BPSs per replichore were counted (Fig 3). REL4536 has unevenly sized replichores, where the clockwise replichore is 81% the size of the counterclockwise replichore due to an inversion, between two IS*1* elements, of a third of the genome [15]. When accounting for this size difference, A:T > G:C transitions were more frequent in aerobically grown cells when A templated the lagging strand rather than the leading strand (i.e. when A was in the conventionally reported 5' to 3' top strand of the reference) (χ^2^ = 4.54, *p* = 0.03). Similarly, G:C > A:T transitions were more frequent when G templated the leading strand rather than the lagging strand (χ^2^ = 6.07, *p* = 0.014), and this was also found for anaerobically grown cells (χ^2^ = 4.198, *p* = 0.04) (Fig 3B). Furthermore, A:T > C:G transversions also displayed a tendency toward strand bias in anaerobically grown cells (χ^2^-test, *p* = 0.06).

### SV and indel analyses

SVs comprised 34.8% of the mutations detected in this study (S2 Dataset). These were predominated by IS element mediated mutations (96%), though 2% of the SVs were mediated by other repeat-sequences, such as *rhs* elements. Two SVs were not associated with repeated sequences, suggesting a different mechanistic origin to IS element and repeat-mediated mutations. SVs were mainly detected in anaerobically grown cells, at a rate of 1.74 × 10^−10^ mutations per nucleotide per generation (Fig 1); 2.6-fold greater than that of aerobically grown cells (6.78 × 10^−11^ mutations per nucleotide per generation; MW U = 146.5, *p* = 0.002).

Analysis of the IS element-mediated mutations revealed that IS insertions were the most frequently observed type of SV (Fig 4). The aerobic IS insertion rate (4.52 × 10^−11^ mutations per nucleotide per generation) was similar to that previously reported [19]. Conversely, the rate of IS insertions for anaerobically grown cells was 3.1-fold greater than the aerobic rate at 1.39 × 10^−10^ mutations per nucleotide per generation (MW U = 155, *p* = 0.003; Fig 4A). For all other IS-mediated mutations (e.g. inversions and translocations), no significant differences between the mutation rates of aerobically and anaerobically grown cells were observed (*p* > 0.05, MW U-test; Fig 4A).

**Fig 4:**
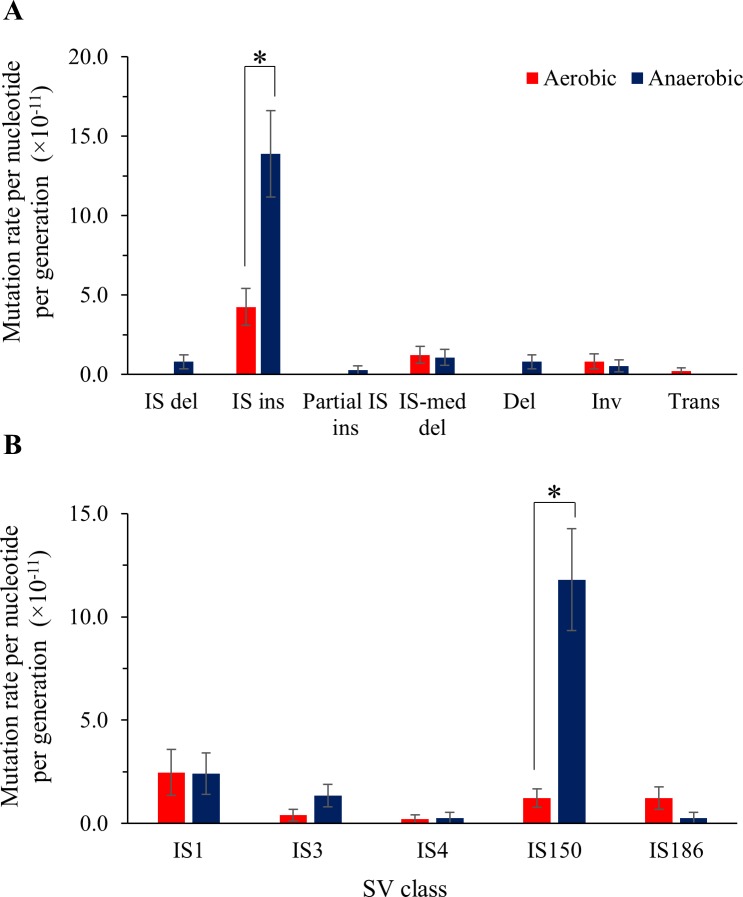
Mutation rates of SV classes in aerobically and anaerobically grown REL4536. Shown are mean mutation rates per nucleotide per generation for A) SV classes (del, deletion; ins, insertion; med, mediated; inv, inversion; and trans, translocation; and B) IS elements. Error bars represent standard errors of the mean. * *p* < 0.05 by Mann-Whitney U-test.

REL4536 possesses nine different IS element types (S3 Table) [33–36] and these differed in their mutation rates (Fig 4B). The mutation rates of SVs involving IS*1*, IS*3*, IS*4* and IS*186* did not differ between aerobic and anaerobically grown cells (Fig 4B), and mutations involving IS*2*, IS*30*, IS*600* or IS*911* were not detected. However, IS*150*-mediated mutations were the most abundant overall, and ~10-fold more insertions per generation were detected from anaerobically, as compared to aerobically, grown cells (MW U = 75, *p* < 0.001). A strong positive correlation between the copy number of each IS element type (S3 Table) and its aerobic mutation rate was observed (Pearson’s Correlation Coefficient R = 0.9187 and R^2^ = 0.844), however this was not the case for their anaerobic mutation rates (Pearson’s Correlation Coefficient R = 0.2326 and R^2^ = 0.0541) (S3 Table). This was mainly driven by the large difference in IS*150*-mediated mutations between the two environments. To further investigate why IS*150* was more active during anaerobic growth, consideration of IS element differences, their genomic contexts and expression levels were investigated and are discussed further below.

Indels accounted for 13.1% of all mutations identified in this study. The majority (51.4%) of indels were slippage events in regions of repetitive DNA (S2 Dataset). When data was directly compared to previous studies that reported indels of four nucleotides or less, a mean rate of 1.02 × 10^−4^ indels per nucleotide per generation was observed for the aerobically grown lines. This was similar to the previously reported rate of 8.34 × 10^−5^ indels per genome per generation [6] (*p* **>** 0.05, Student’s *t*-test). Additionally, rates of indels per generation were not significantly different in cells grown in the two environments (Fig 1B).

### Genomic distribution of mutations

To determine if mutations in the aerobically and anaerobically grown cells displayed notable trends in genomic distribution, the cumulative distributions of the BPSs, SVs and indels with regard to genome position were examined (S1 Fig). The cumulative distribution of SVs in both aerobically and anaerobically grown cells deviated from a linear relationship with chromosomal position, with a cluster of mutations occurring near the terminus of replication (S1C Fig). The relative abundance of BPSs, indels and SVs within the MDs, which are discrete, defined and structured regions of DNA that are unlikely to undergo recombination with each other due to functional constraints [27, 28] were examined (S4 Table). A chi-square test was used to determine whether classes of mutations were evenly distributed around the genome (S4 Table). BPSs were distributed evenly around the genome under both aerobic (χ^2^ = 2.67, df = 5, *p* > 0.05) and anaerobic (χ^2^ = 5.31, df = 5, *p* > 0.05) conditions (S4 Table). However, SVs did not occur at the relative frequencies expected if they arose evenly around the genome for both aerobic (χ^2^ = 29.47, df = 5, *p* < 0.001) and anaerobically (χ^2^ = 23.68, df = 5, *p* < 0.001) grown cells (S4 Table). Here, SVs are more prevalent within the terminus-containing Ter MD.

### Genes involved in recombination repair are more highly expressed under anaerobic conditions

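RNA from 5 cultures of REL4536 was sequenced, with 3 cultures grown aerobically and 2 grown anaerobically and 1 library per culture. REL4536 is the aerobically adapted strain that founded the MA lineages. The paper gives a harvest in stationary phase at 9 h for the aerobic cultures and at 16 h for the anaerobic cultures, at 37°C in 50 mL of DM25, a Davis minimal medium with glucose, while the labels of the deposited libraries give culture aliquots of 600 mL. The anaerobic libraries carry the numbers 1 and 3. The environment of each library was taken from these labels and from the methods, and the design holds no deleted gene that would check them. Gene lists written as a check gave mixed signs. In the libraries labelled anaerobic, an aerobic respiration list was higher (median log2 fold change 1.02) and a list of genes induced without oxygen was not (-0.10). Against exchanged labels, an oxidative stress list was lower (-1.14). The labels are used as given, and this limit holds for every comparison below. The authors trimmed paired-end Illumina reads with Trim Galore, removed reads that Bowtie 2 aligned to rRNA, tRNA or ncRNA, and counted the remaining reads on genes with EDGE-pro. They deposited the counts of 4163 protein-coding locus tags without normalization, and for each library a table that also holds the mean coverage and a rounded RPKM of each gene.
The deposited counts on genes came to 17976605, 16643102 and 18725738 in aerobic libraries 1, 2 and 3, and to 2011318 and 2829504 in anaerobic libraries 1 and 3. The mean aerobic total was 7.35 times the mean anaerobic total. Between 70 and 108 genes had under 10 counts in the aerobic libraries, against 333 and 231 in anaerobic libraries 1 and 3, so the levels of weakly expressed genes carry a larger counting error in anaerobically grown cells. Replicates of an environment differed by more than the sampling noise in every pair, with a chi-square per degree of freedom between 17.8 and 136.1 over genes, so no libraries were merged as repeat runs of 1 library.
The deposited tables list locus tags without gene symbols. Symbols were given to 3587 of the 4163 tags by aligning the order and lengths of the genes with those of the K-12 strain MG1655 (assembly ASM584v2), because the annotation of that assembly lists none of these tags. Of the 100 matched genes that S2 Dataset names at a position inside 1 locus tag, 100 had received the name given there. Coordinates are those of the deposited tables, on the authors' REL4536 sequence. The authors' counting divided reads among the copies of an IS gene, so the 83 rows of copies of IS genes were summed by gene, which left 4094 genes.
Environments were compared with edgeR's quasi-likelihood test after TMM normalization, on the 4041 genes that edgeR's expression filter kept, with Benjamini-Hochberg adjustment and a threshold of 0.05. The common biological coefficient of variation was 14.7%. The 5 libraries can be split 3 against 2 in 10 ways, so no permutation test of a single gene could give a two-sided p under 0.1, and the p-values given come from the spread shared across genes. Levels of genes are given as normalized CPM, which are counts divided by the library total times the TMM factor. TMM factors were 0.845, 0.764 and 0.722 for the aerobic libraries and 1.45 and 1.48 for the anaerobic libraries. Fold changes are therefore relative to the typical gene, and scaling by total counts alone raised the log2 fold changes of the tested genes by 0.92 at the median, while upper quartile normalization raised them by 0.18.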

Transcriptome analysis using RNAseq of *E*. *coli* REL4536 grown aerobically and anaerobically was undertaken to investigate the activities of various DNA replication and repair pathways involved in maintaining genome integrity, and to assess if their expression is consistent with observed patterns of mutation in the aerobic and anaerobic environments. 

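Of the 4041 genes tested, 1314 had higher expression in aerobically grown cells at the adjusted p threshold in edgeR's quasi-likelihood test, and 826 of these were at least 2-fold higher. For 3135 of the tested genes, 77.6%, the range of the aerobic libraries did not overlap that of the anaerobic libraries, where chance gives 20%. With each aerobic library left out in turn, between 1206 and 1323 genes were higher in aerobically grown cells. The scaling between libraries moved this count most: with total counts alone in place of TMM it was 548, and the share of significant genes that were higher in anaerobically grown cells rose from 50.2% to 81.9%. That share was 58.2% with upper quartile normalization and 70.4% with limma on the log2 of the authors' rounded RPKM plus 1. Among genes higher in aerobically grown cells with at least 50 counts in each aerobic library, the largest difference was that of *osmB* (ECB_01260, 1393022 to 1393240), with 2471 ± 179 normalized CPM in aerobically grown cells (SD, n = 3) and 52.5 ± 8.81 in anaerobically grown cells (SD, n = 2), a log2 fold change of -5.55 (standard error 0.24, adjusted p = 4.25e-10) in edgeR's test of anaerobic against aerobic expression. The next were *prpB* (ECB_00286), *yjbJ* (ECB_03917), *yqaE* (ECB_02522), *ytjA* (ECB_04252) and *astB* (ECB_01714), with log2 fold changes from -5.22 to -4.21. Every aerobic library lay above both anaerobic libraries for each of these 6 genes, which was a condition for naming them.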

In aerobically grown cells, 1,291 significantly up-regulated genes (Benjamini-Hochberg adjusted [BH adj.] *p* < 0.05) were identified; with 825 having at least two-fold greater expression than in anaerobically grown cells. 

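In the opposite direction, 1325 genes had significantly higher expression in anaerobically grown cells, and 791 of these were at least 2-fold higher. These counts lay between 1203 and 1257 and between 745 and 797 with each aerobic library left out in turn. In total 2639 of the tested genes, 65.3%, passed the threshold in either direction, and the median log2 fold change of all tested genes was 0.024. Among genes with at least 50 counts in each anaerobic library, the 6 largest increases were those of *yhaO*, *artJ*, ECB_03879, *allD* (ECB_00467), *cyuA* (ECB_02977) and *argI* (ECB_04120). *cyuA* lies next to *yhaO* (3161196 to 3162506) and had 7.73 ± 0.905 normalized CPM in aerobically grown cells (SD, n = 3) and 173 ± 5.78 in anaerobically grown cells (SD, n = 2), a log2 fold change of 4.48 (standard error 0.17, adjusted p = 9.5e-11) in edgeR's quasi-likelihood test. *argI*, at 4426312 to 4427316, encodes an ornithine carbamoyltransferase and rose from 21.3 ± 1.25 to 399 ± 187, with the anaerobic libraries at 532 and 267.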

In anaerobically grown cells, 1,245 significantly up-regulated genes were identified (BH adj. *p* < 0.05); with 747 genes having at least two-fold greater expression than in aerobically grown cells. 

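S5 Table lists 147 genes of DNA repair, transposition, replication and the SOS and stringent responses, of which 139 could be placed on the deposited locus tags. *uvrC*, *recQ*, *insC*, *ftsK*, *appY*, *rpmE2*, *tauA* and *tauB* could not and were not analysed here. All 139 passed the expression filter, and 72 were significantly higher in anaerobically grown cells and 27 in aerobically grown cells in edgeR's quasi-likelihood test. Adjusted over the list alone, the numbers were 73 and 27. The genes higher in anaerobically grown cells made up 51.8% of the list, and 105 of the 139 had an unadjusted p under 0.05. With total counts alone as the scaling, 7 genes of the list were higher in aerobically grown cells. As sets, tested with camera on the edgeR fit and adjusted over 20 gene lists, the genes of DNA replication (median log2 fold change 0.53, adjusted p = 0.00862) and of nucleotide excision repair (median 1.09, adjusted p = 0.0464) were higher in anaerobically grown cells. The other S5 Table pathways did not pass at the preset correlation between genes. With the rotation test fry every S5 Table pathway except the SOS response passed, so fry does not set these 2 apart, and neither passed when the correlation was estimated from the 5 libraries. Nucleotide excision repair, with 5 genes tested, did not pass with each aerobic library left out (adjusted p from 0.0561 to 0.0684) or with DESeq2 (0.0557), and its adjusted p across the other scalings and filters was from 0.0208 to 0.0561. Its gene *uvrC*, not analysed here, has a log2 fold change of -0.35 in S5 Table.

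**Figure D1:**
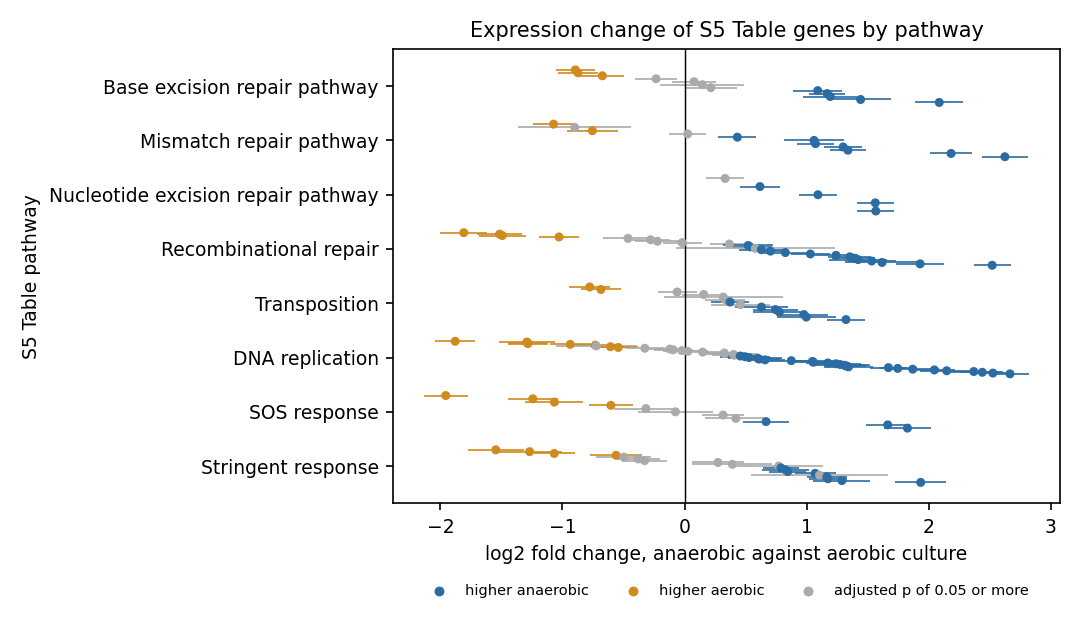
Log2 fold change of anaerobic against aerobic expression for the S5 Table genes by pathway, with each point 1 gene and each bar its standard error from edgeR's quasi-likelihood test. Blue points were significantly higher in anaerobically grown cells, orange points in aerobically grown cells, and gray points had an adjusted p of 0.05 or more; each pathway except nucleotide excision repair holds genes of both colors. Under scaling by total counts alone all points would lie about 0.92 further to the right.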

Of the 147 genes known to be involved in DNA repair, transposition and replication in *E*. *coli*, 102 were significant differentially expressed (BH adj. *p* < 0.05) between the two environments with 30 up-regulated in aerobically grown cells and 72 up-regulated in anaerobically grown cells (S5 Table). 

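Of the 24 recombinational repair genes of S5 Table that could be tested, 14 had significantly higher expression in anaerobically grown cells, 4 had higher expression in aerobically grown cells and 6 did not differ. *recQ*, which could not be placed, has a log2 fold change of 1.34 in S5 Table and is missing from these counts. Among all other genes tested, 32.6% were higher in anaerobically grown cells, against 58.3% of this pathway, an odds ratio of 2.89 (two-sided Fisher's exact test, p = 0.0142, adjusted p = 0.0568 over the 8 pathways). The adjusted p was 0.0336 with DESeq2's size factors in the edgeR fit, 0.0311 without the expression filter and 0.0346 with a one-sided test, within a range from 0.0311 to 1 over the alternatives, and the odds ratio was between 2.19 and 2.71 with each aerobic library left out in turn, 1.91 with total counts alone, 1.60 for genes changed in either direction and 1.38 against the other S5 Table genes (adjusted p = 0.667). The largest increase was that of *yigN* (ECB_03725, 3961678 to 3963105), from 32.1 ± 1.62 normalized CPM in aerobically grown cells (SD, n = 3) to 184 ± 18.7 in anaerobically grown cells (SD, n = 2), a log2 fold change of 2.52 (standard error 0.15, adjusted p = 4.97e-09) in edgeR's quasi-likelihood test. The site-specific recombinase gene *xerC* rose by 1.93 (standard error 0.19, adjusted p = 5.02e-07 in edgeR's test) and *recN* by 1.24 (standard error 0.18). The genes of the RecBCD enzyme rose by smaller amounts, *recB* by 1.03, *recC* by 0.70 and *recD* by 0.54, and *recD* no longer passed the threshold without aerobic library 1 or 2 (edgeR adjusted p = 0.067 and 0.0628, within a range from 7.37e-06 to 0.067 over the alternatives). *recA* did not differ, with 199 ± 17.1 and 197 ± 26.4 normalized CPM and a log2 fold change of -0.020 (standard error 0.16, adjusted p = 0.923) from edgeR, which was 0.90 (adjusted p = 2.25e-04) under total counts alone and 0.16 (adjusted p = 0.378) with upper quartile normalization. The largest decrease was that of *helD*, with a log2 fold change of -1.81 (standard error 0.19, adjusted p = 9.27e-07) in the same edgeR test.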

The recombinational repair pathway [37, 38] displayed a significant difference in activity between the two environments, with many of the genes displaying greater expression under anaerobic conditions (S2 Fig and S5 Table). It is likely that the higher expression of genes involved in recombinational repair under anaerobic conditions is in response to the higher rate of SVs under these conditions.

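Of the 11 MMR genes of S5 Table, 7 were significantly higher in anaerobically grown cells, 2 were higher in aerobically grown cells and 2 did not differ in edgeR's quasi-likelihood test. The share of the pathway that was higher in anaerobically grown cells was 63.6%, and 32.7% of the other tested genes were, an odds ratio of 3.60 (two-sided Fisher's exact test, p = 0.0477, adjusted p = 0.0954 over the pathways of S5 Table). With each aerobic library left out in turn the odds ratio was between 2.74 and 3.83. It was 1.69 with total counts alone and 1.70 against the other S5 Table genes (adjusted p = 0.667).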

The mismatch repair (MMR) pathway [37] also displayed differential activity between the two environments (S2 Fig and S5 Table). An essential repair system for the maintenance of genome fidelity [39, 40], a relative increase in the expression of genes involved in MMR under anaerobic conditions was observed. It is postulated that this may be in response to the higher rate of indels [39] and SVs [41, 42] or combinations thereof, under anaerobic conditions, though further investigation is required (S2 Fig and S5 Table).

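The median log2 fold change of the 11 genes was 1.06 between anaerobic and aerobic cultures. The gene of the mismatch recognition protein, *mutS* (ECB_02583, 2724775 to 2727336), changed most, from 13.4 ± 2.04 normalized CPM in aerobically grown cells (SD, n = 3) to 82.9 ± 16.0 in anaerobically grown cells (SD, n = 2), a log2 fold change of 2.62 (standard error 0.19, adjusted p = 2.44e-08) in edgeR's quasi-likelihood test. *mutH*, the endonuclease gene, rose from 8.63 ± 1.39 to 17.9 ± 3.03, a log2 fold change of 1.06 (standard error 0.25, adjusted p = 0.00143) in edgeR's test. *mutL* did not differ between the environments, with 175 ± 14.0 and 178 ± 0.670 normalized CPM (edgeR adjusted p = 0.896), although it was 0.94 higher on the log2 scale when total counts alone set the scaling. The methylase gene *dam* rose by 1.30 (standard error 0.16) and the exonuclease gene *xseB* by 2.18 (standard error 0.17) on the log2 scale, while *ssb* fell from 374 ± 38.7 to 177 ± 7.07 (edgeR adjusted p = 3.55e-05). Under total counts alone the decrease of *ssb* did not pass the threshold. From the higher expression of recombinational repair genes the paper proposes that it is a response to the higher rate of SVs in anaerobically grown cells, and for MMR it proposes a response to indels and SVs.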

Given the high rate of IS*150*-mediated mutations in anaerobically grown cells, IS element gene expression was of interest (S5 Table). 

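S5 Table lists 15 genes of IS elements, of which 14 were found in the deposited rows. In edgeR's quasi-likelihood test 7 were significantly higher in anaerobically grown cells and 2 in aerobically grown cells, and with total counts alone as the scaling 12 were higher in anaerobically grown cells. IS30 has the single gene *insI*, in 1 copy, which had 14.5 ± 1.95 normalized CPM in aerobically grown cells (SD, n = 3) and 22.4 ± 0.115 in anaerobically grown cells (SD, n = 2), a log2 fold change of 0.63 (standard error 0.21, adjusted p = 0.0175) from edgeR. Without aerobic library 3 the adjusted p of *insI* was 0.0636, the highest of the alternatives, whose lowest was 8.76e-05. Both genes of IS150 (*insJ* and *insK*) and both genes of IS911 (*insN* and ECB_04146) were also higher in anaerobically grown cells. Of the genes of IS1, *insB* was higher in anaerobically grown cells (log2 fold change of 1.32 (standard error 0.16, adjusted p = 2.49e-06)) and *insA* did not pass the threshold (log2 fold change of 0.33 (standard error 0.17, adjusted p = 0.0916)) in edgeR's test, although *insA* passed it with upper quartile normalization (adjusted p = 0.0125) and with total counts alone (adjusted p = 1.48e-05), and its adjusted p reached 0.256 with a library left out. Of IS3, *insF* was higher in anaerobically grown cells with an adjusted p of 0.0483 in edgeR's test, which rose above the threshold under DESeq2 (0.0674) and with each aerobic library left out (0.0773 to 0.13) and fell to 2.2e-05 under total counts alone, and *insE* was lower (log2 fold change of -0.69 (standard error 0.17, adjusted p = 0.00194)). The gene of IS4, *insG*, was lower in anaerobically grown cells (log2 fold change of -0.78 (standard error 0.17, adjusted p = 8.23e-04) from edgeR), and the signs of *insE* and *insG* both reversed under total counts alone. *insL* of IS186, *insD* of IS2 and both genes of IS600, *yis1* and *yis2*, did not differ, with edgeR adjusted p-values of 0.755, 0.108, 0.586 and 0.451, and all 4 were higher in anaerobically grown cells under total counts alone. *insD* also passed with upper quartile normalization (adjusted p = 0.0298) and with the aerobic libraries thinned to the mean anaerobic total (adjusted p = 0.0433), an alternative chosen after seeing the data. *insC* of IS2 was not analysed here.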

IS*30*, IS*150* and IS*911* were the only IS elements with all genes displaying significantly greater expression (BH adj. *p* < 0.05) when anaerobically grown (S5 Table). No IS*30-*mediated mutations were detected in the MA experiment. 

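The genes *insJ* and *insK* of IS150 were counted on 5 and 4 rows of copies, which were summed. *insJ* had 28.4 ± 5.07 normalized CPM in aerobically grown cells (SD, n = 3) and 56.3 ± 12.0 in anaerobically grown cells (SD, n = 2), a fold change of 1.97 (log2 fold change of 0.98 (standard error 0.20, adjusted p = 4.8e-04) in edgeR's quasi-likelihood test). *insK* had 256 ± 56.0 and 428 ± 13.1, a fold change of 1.67 (log2 fold change of 0.74 (standard error 0.18, adjusted p = 0.00227) in the same edgeR test). With each library left out in turn, the log2 fold change of *insJ* was between 0.75 and 1.18 and that of *insK* between 0.57 and 0.84. IS911 was present in 1 copy. Its genes *insN* (9.73 ± 1.76 and 19.5 ± 1.54) and ECB_04146 (13.7 ± 2.22 and 23.4 ± 1.63) changed 2.00 and 1.71-fold, with log2 standard errors of 0.24 and 0.22 and edgeR adjusted p-values of 0.00184 and 0.00585. For each of the 4 genes both anaerobic libraries lay above every aerobic library. Without the row of copy 5, an alternative chosen after seeing the data, the log2 fold change of *insK* was 0.43 (edgeR adjusted p = 0.0653). This was the highest adjusted p of the alternatives, whose lowest was 1.51e-05. The row of copy 5 rose most of the 4, so leaving it out had to lower the value, and no other row was left out. Per base pair of gene, the counts of IS911 were 0.163 ± 0.00402 times those of IS150 in anaerobically grown cells (SD, n = 2) and 0.148 ± 0.0166 times in aerobically grown cells (SD, n = 3).

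**Figure D2:**
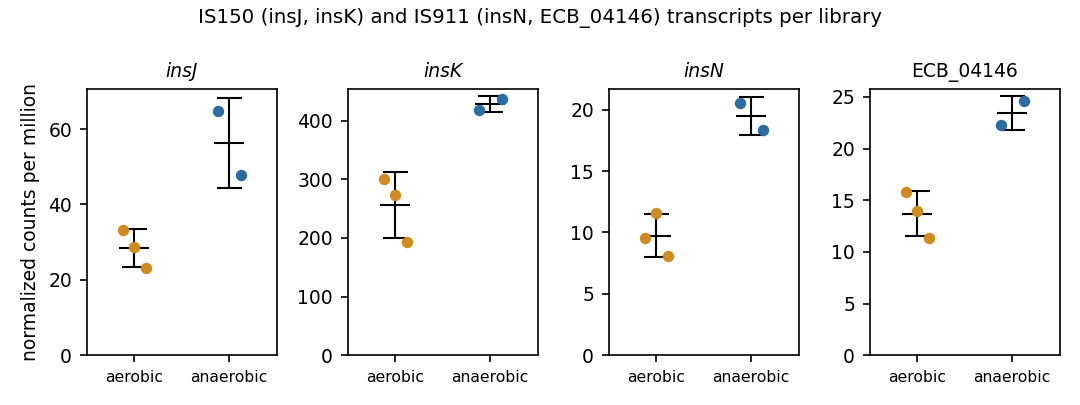
Normalized CPM of *insJ*, *insK*, *insN* and ECB_04146 in each library, with aerobic libraries in orange and anaerobic libraries in blue, and the mean and SD of each environment in black. In each panel both anaerobic libraries lie above the 3 aerobic libraries.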

IS*150* genes, *insJ* and *insK*, displayed 1.9 and 1.6-fold greater expression during anaerobic growth (*p* = 0.0001 and *p* = 0.0007, respectively), and IS*911* genes, *insN* and ECB_04146, showed similar expression increases during anaerobic cultivation, at 1.9 and 1.7-fold (*p* = 0.001 and *p* = 0.008, respectively), though the overall transcript abundance of IS*911* was approximately one third of that of IS*150* (S6 Table).

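The deposited tables give each copy of an IS gene a row of its own, so the division of IS150 reads among copies can be read from them. The 5 *insJ* rows held similar counts within a library, for example between 96 and 108 in aerobic library 1. The 4 *insK* rows differed more. The row of copy 3 held 1346, 1062 and 746 counts in the aerobic libraries and 218 and 406 in the anaerobic libraries. In the aerobic libraries it lay closer to the row of copy 5 than to that of copy 4. The row of copy 5 (ECB_03633, 3866927 to 3867778) held 1503, 1126 and 891 counts in the aerobic libraries and 638 and 738 in the anaerobic libraries, and the row of copy 4 (ECB_03409, 3624462 to 3625313) held 855, 638 and 477 counts and 179 and 335 counts. Tested row by row with edgeR's quasi-likelihood test, the log2 fold change was 1.21 for copy 5 (standard error 0.18, adjusted p = 2.85e-05), 0.62 for copy 2 (adjusted p = 0.0124), 0.57 for copy 4 (adjusted p = 0.0208) and 0.17 for copy 3 (adjusted p = 0.472). Reads inside the element cannot be assigned to a copy, so these are the counts as divided by the authors' software and not levels of each copy. Differences between the rows were not tested against each other across environments.

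**Figure D3:**
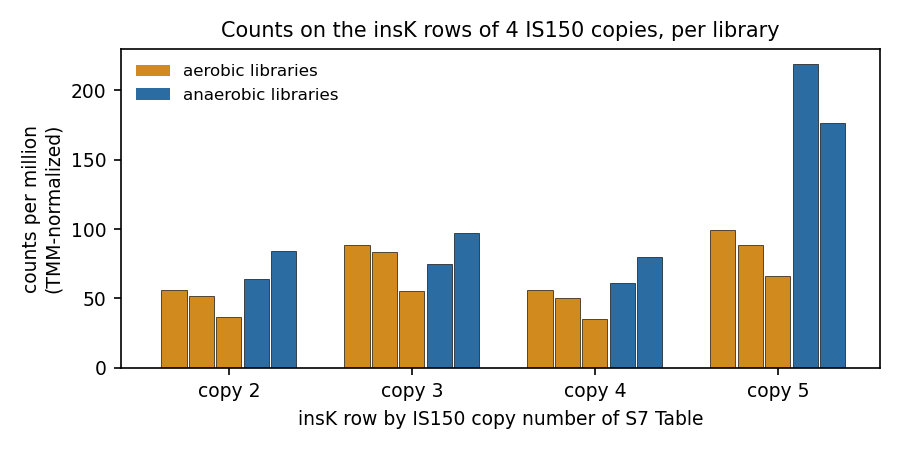
Counts scaled to CPM and normalized by edgeR's TMM method, on the rows of *insK* of IS150 copies 2, 3, 4 and 5, with 1 bar per library (aerobic 1, 2 and 3 in orange, anaerobic 1 and 3 in blue). The row of copy 5 holds the largest count in each library.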

For each IS element type, copies had identical sequences, so it was not possible to determine the expression of any particular individual copy. To gain insight into whether there may be differences in expression of each IS*150* copy, we examined the genomic context of each IS*150* copy and its neighbouring genes (S7 Table). Consideration of expression level, orientation, and whether the IS element was located intergenically or intragenically, provided little indication as to why IS*150* activity was enhanced under anaerobic conditions. However, it is noted that one IS*150* copy disrupts *pflB* (which encodes pyruvate formate lyase) (S7 Table), and its deletion (and restoration of *pflB*) is predicted to enhance fitness under anaerobic growth by improving ATP yield during fermentation. 

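S7 Table places 11 genes other than IS genes next to the 6 complete copies, and all 11 were tested. The neighbors *rihA* of copy 2 (log2 fold change of 1.59 (standard error 0.18, adjusted p = 2.3e-06)) and *glyS* of copy 4 (log2 fold change of 1.45 (standard error 0.16, adjusted p = 1.34e-06)) were higher in anaerobically grown cells in edgeR's quasi-likelihood test. The neighbors *lpp* and *ydhZ* of copy 6, *focA* and *pflA* of copy 7 and *cysH* of copy 3 were lower, with log2 fold changes of -2.04, -0.94, -0.91, -2.24 and -1.58. Those of *focA* and *ydhZ* were no longer significant with total counts alone as the scaling. The other neighbors did not differ between the environments, with edgeR adjusted p-values of 0.900 for *gltK* (copy 2), 0.0614 for *hokA* (copy 4), 0.456 for *trkD* and 0.116 for *yieP* (both copy 5), and these 4 genes were higher in anaerobically grown cells under total counts alone. *hokA* also passed with upper quartile normalization (adjusted p = 0.0179). *lpp* was the most highly expressed neighbor, with 14133 ± 791 normalized CPM in aerobically grown cells (SD, n = 3) and 3444 ± 1155 in anaerobically grown cells (SD, n = 2).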

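Copy 7 of IS150 lies from 1764886 to 1766328, inside the deposited row of *pflB* (ECB_00907, 1764074 to 1767802), whose length of 3729 bp therefore includes the element. The row had 552 ± 42.2 normalized CPM in aerobically grown cells (SD, n = 3) and 325 ± 38.1 in anaerobically grown cells (SD, n = 2), a log2 fold change of -0.76 (standard error 0.17, adjusted p = 8.32e-04) in edgeR's quasi-likelihood test. With total counts alone as the scaling the log2 fold change was 0.15. The row of *pykF* (ECB_01645, 997452 to 1000310) holds copy 6 in the same way and had a log2 fold change of -2.88 (standard error 0.21, adjusted p = 2.58e-08) in edgeR's test. These copies have no *insJ* or *insK* row in the deposited tables, and reads of IS150 counted on the rows of *pflB* and *pykF* cannot be told from reads of the disrupted genes.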

We observed the deletion of IS*150* from *pflB* three times among the 24 anaerobic genomes sequenced, though these events contributed to only a small proportion of the 50 IS*150*-mediated mutations observed in the study overall. Insertion of IS*150* between *trg* and *mokB* appears to be a hotspot, where it was observed twice amongst the aerobic genomes sequenced, and eight times amongst the anaerobic, as well as in previous studies [15]. Why the frequency had increased under anaerobic growth is unclear.

## Discussion

Genome-wide analyses of experimental MA lineages revealed spontaneous mutation rates of 2.55 × 10^−10^ and 4.23 × 10^−10^ mutations per nucleotide per generation for aerobically and anaerobically grown *E*. *coli*, respectively. These rates are greater than those obtained *via* fluctuation assays, consistent with trends found in other MA studies [6, 43]. The difference between the anaerobic and aerobic mutation rates (1.7-fold) is consistent with findings based on a single locus assay, where anaerobically grown cells of a different *E*. *coli* strain also displayed a mutation frequency that was almost two-fold greater than that of aerobically grown cells [5]. While the number of mutations obtained in this study (282) was considerably lower than that for other MA-based studies that employed the use of mutator strains [6, 31, 44], the use of wild-type strains was necessary to accurately measure spontaneous mutation rates and spectra without biases mediated by the mutator, depending on its mode of action. The analysis of additional clones from independent MA lineages, and propagation for longer periods of time will further increase the power of this approach. However, our data expand on findings that SVs are more prevalent in anaerobically grown cells [5], and we provide detailed insight into the genetic elements that predominantly contribute to SVs, their genomic distribution and impact on genome re-organization.

Differences in mutation rates may be due to differences in growth rates and timings of cell cycle events in aerobically and anaerobically grown cells. As faster growing cells spend a relatively larger proportion of the cell cycle in S phase [45, 46] it is predicted that aerobically grown cells may be more vulnerable to mutations that predominantly arise during DNA synthesis [47], where DNA is particularly susceptible to damage as it transiently exists in single-stranded form [6, 48]. In contrast, mutations that arise independently of DNA synthesis can be identified by assessing mutation rates expressed per unit time (rather than generation). In this manner, mutation types that occur independently of aerobic status and mutations specific for growth under aerobic and anaerobic environments can be identified (S3 Fig and S4 Fig). For example, mutation rate estimates, calculated per generation, for A:T > C:G transversions were greater under anaerobic conditions. However, when considered per day, the mutation rates were equivalent under aerobic and anaerobic conditions. This suggests that these mutations occur at a temporal rate that is independent of the cell-cycle, and that there is no net impact on the rates of these mutations due to cellular physiology. In contrast, G:C > A:T transitions were observed at equivalent rates per generation, and greater under aerobic conditions when calculated per day (S3 Fig). This is consistent with these BPSs predominantly occurring during DNA replication, where single-stranded DNA is particularly prone to cytosine deamination [49]. Mutation rate estimates for IS*150* elements were generally greater under anaerobic conditions when calculated both per generation and per unit time (S4 Fig). Thus, these IS*150* insertions were likely the result of the net impact of cellular physiology.

In this study, transitions were frequently observed, consistent with a typical mutation bias that comes with increasing A:T content of bacterial genomes [50–52], though it is noted that some recent MA studies observed mutational biases toward increasing G:C content [30, 43]. Asymmetries in the rates of transitions were also observed in both aerobically and anaerobically grown cells, which demonstrates the impact that physiological conditions have on specific mutation types. In aerobically grown cells, A:T > G:C were significantly more abundant when A templated the lagging strand rather than the leading strand, consistent with previous findings [6]. Furthermore, G:C > A:T transitions were more prevalent when G templated the leading strand rather than the lagging strand in both aerobically and anaerobically grown cells. The underlying mechanisms driving the bias are not understood but the semi-discontinuous nature of DNA replication could create a mutation strand bias [32, 53] for mutations that arise more frequently when DNA is in single-stranded form. The complementary strand of the template leading strand is synthesized discontinuously *via* Okazaki fragments, thus the template leading strand is in a single-stranded state for a relatively longer time period than the template lagging strand, whose complementary leading strand is synthesized continuously. Mutation asymmetry will result if there is bias for mutations that predominate on the leading or lagging strands [54–56], together with differential replichore sizes and nucleotide compositions, as is the case for *E*. *coli* REL4536 (S8 Table). Spontaneous deamination of cytosine and adenine are frequently occurring DNA lesions known to cause C:G > T:A and A:T > G:C transitions, respectively [37]. As single-stranded DNA is more prone to cytosine and adenine deamination [48, 49, 57], it is expected that C:G > T:A and A:T > G:C transitions would be more abundant when C or A template the lagging strand. These mutation patterns were observed in the anaerobically grown-cells and aerobically grown cells, respectively. In addition, mutational strand bias may also result from transcription bias (S8 Table), where the non-transcribed strand is repaired more efficiently than the transcribed strand [32, 53, 58]. The observed strand biases may also result directly from the different physiological conditions associated with aerobic and anaerobic growth, which may affect the rate at which specific BPSs arise in single-stranded DNA. Acidic fermentation end-products lower pH and can directly cause DNA damage [59] or induce mutagenic cellular activities [9, 60]. Depurination of DNA takes place to a significant extent under *in vivo* physiological conditions, however it occurs more frequently with decreasing pH [61]. During replication, a random base is incorporated opposite “blank” apurinic sites, likely resulting in a BPS. 

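All 12 BER genes of S5 Table were tested, and 5 were significantly higher in anaerobically grown cells, 41.7% of the pathway. These were the endonuclease genes *nfi* (log2 fold change of 2.09 (standard error 0.20, adjusted p = 2.73e-07)), *nth* (log2 fold change of 1.44 (standard error 0.25, adjusted p = 1.32e-04)) and *nfo* (log2 fold change of 1.09 (standard error 0.20, adjusted p = 2.03e-04)) and the glycosylase genes *mutM* (log2 fold change of 1.19 (standard error 0.22, adjusted p = 2.06e-04)) and *ung* (log2 fold change of 1.17 (standard error 0.15, adjusted p = 6.22e-06)), by edgeR's quasi-likelihood test. The genes *mutY*, *alkA* and *mug* were lower in anaerobically grown cells, with log2 fold changes of -0.89, -0.87 and -0.67, whose sign reversed when total counts alone set the scaling. The other 4 genes, *mutT*, *nei*, *tag* and *xthA*, did not differ. *xthA* (ECB_01718, 921330 to 922136) had 56.8 ± 1.58 normalized CPM in aerobically grown cells (SD, n = 3) and 48.6 ± 10.7 in anaerobically grown cells (SD, n = 2), a log2 fold change of -0.23 (standard error 0.17, adjusted p = 0.254) in edgeR's test, and was higher in anaerobically grown cells under total counts alone, by 0.68 on the log2 scale. Among the other tested genes 32.8% were higher in anaerobically grown cells, an odds ratio of 1.47 for this pathway (two-sided Fisher's exact test, p = 0.544, adjusted p = 0.622). Against the other S5 Table genes alone as background the odds ratio was 0.64.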

Depurinated DNA is repaired by the base excision repair (BER) pathway, and nearly half of the genes associated with this pathway were significantly up-regulated in cells grown under anaerobic conditions (S5 Table). BER is predicted to be active during both anaerobic and aerobic growth, where under anaerobic conditions, activity would be largely in response to acid-induced depurination, while under aerobic conditions, BER is the primary pathway for the repair of ROS-induced DNA damage repair [37]. In *E*. *coli*, arginine and anaerobiosis are required for the induction and function of acid resistance system 3 [62–64]. 

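All 7 genes of S9 Table were significantly higher in anaerobically grown cells, with log2 fold changes from 3.64 to 5.84, and remained so under each alternative scaling, test and filter and with each aerobic library left out in turn. The transporter gene *yhaO* (ECB_02978, 3162534 to 3163802) had 9.67 ± 1.68 normalized CPM in aerobically grown cells (SD, n = 3). In anaerobically grown cells it had 553 ± 7.13 (SD, n = 2). Its log2 fold change was 5.84 (standard error 0.19, adjusted p = 2.51e-11) in edgeR's quasi-likelihood test. This was the largest increase among genes that passed the threshold, had at least 50 counts in each anaerobic library and had the environments apart. The arginine-binding protein gene *artJ* (ECB_00865, 1818885 to 1819616) rose from 15.8 ± 2.41 to 787 ± 203, a log2 fold change of 5.64 (standard error 0.21, adjusted p = 9.5e-11) in the same edgeR test. Of the biosynthetic genes, *argA* rose by 3.87 (standard error 0.19), *argC* by 3.64 (standard error 0.17) and *argH* by 3.70 (standard error 0.19) on the log2 scale. *ybiA* rose by 3.75 and the purine gene *purK* by 3.70, the latter from 1.78 ± 0.602 normalized CPM, where the counting error is larger. For all 7 genes both anaerobic libraries lay above every aerobic library.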

Genes involved in arginine synthesis and DNA replication, repair and transposition were significantly up-regulated in anaerobically grown cells (S2 Fig and S9 Table), suggesting that cells experience acid stress, and this contributes to the higher mutation rates observed. Exogenous agents, or redox properties of DNA, which result in the generation of mutagenic tautomers of nucleobases [65, 66], could potentially also contribute to the higher mutation rate and spectrum observed under anaerobic conditions.

Recent MA studies have observed that local nucleotide context can affect site-specific mutation rate [29, 31, 67]. For example, higher mutation rates were observed at nucleotides that were flanked, on either or both sides, by a C:G base pair in different prokaryotes [29, 31], most likely due to base stacking [68]. As we have observed that chromosomal position and leading/lagging strand synthesis can affect mutation rate differences between the two environments, it is possible that neighboring nucleotide context could also drive the mutational differences observed in this study.

The elevated level of IS element movement displayed in the anaerobic lineages, particularly for IS*150* (Fig 4), suggests that IS elements play a considerable role in generating genetic diversity, which may contribute to adaptation during growth in anaerobic environments. In previous studies, IS elements have been shown to generate beneficial mutations that increase organismal fitness [69], while other studies have shown that IS element-mediated mutations can occur in response to starvation and other cellular stresses [70]. In the present study, a number of SVs that arose in the anaerobically grown MA lineages, including IS*150* deletion from *pflB*, which is predicted to improve energy yield during fermentation, appear to have been selected for in a closely related study of the adaptation of *E*. *coli* REL4536 to the anaerobic environment [71]. Though IS element transposition can be regulated in various ways [34, 35], the factors that enhance IS element activity under anaerobic conditions remain unknown. A recent MA study investigating IS element movement in various *E*. *coli* strains rarely detected IS*150* transposition [72] while IS*150* was found to be highly active during aerobic long-term evolution experiments that were initiated with the ancestral strain to REL4536 [20, 69, 73]. This suggests that the increased IS*150* activity in this study may be strain-specific, where REL4536 has a large number of IS*150* target sites. Examination of IS element gene expression under aerobic and anaerobic growth revealed that IS*1*, and not IS*150*, displayed the highest levels of gene expression, and copies of IS*1* were over four times more abundant than that of IS*150* within the REL4536 genome. 

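Counts per base pair, summed over the copies of an element and over its genes, set IS1 above IS150 in each library. The ratio of IS1 to IS150 was 5.73 and 5.06 in anaerobic libraries 1 and 3, with a mean of 5.40 ± 0.469 (SD, n = 2), and 5.54, 5.59 and 8.57 in aerobic libraries 1, 2 and 3, with a mean of 6.57 ± 1.74 (SD, n = 3). Without aerobic library 3 the aerobic mean was 5.56. The deposited tables hold 26 rows for each of the IS1 genes *insA* and *insB*, so part of this level comes from the number of copies.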

The present study examined transcriptome activity only at early stationary phase, and more comprehensive analysis of the transcriptome dynamics throughout culture growth (e.g. during log phase and late stationary phase) may reveal differences in IS expression activity that better correlate with the observed mutations rates. However, post-transcriptional regulatory factors may also contribute to the apparently higher activity of IS*150*. IS*3* family elements (which include IS*150*) use a non-standard mechanism of translation, programmed translational frameshifting (PTF) [33, 74], to generate transposases from their two consecutive, out-of-phase, genes. The impact of anaerobic cellular physiology on this process is not known, and further investigation into these factors may provide insight into the higher levels of IS*150* activity in anaerobically grown cells. Furthermore, IS element transposition is influenced by the relative activities of the InsA and InsB protein homologs [75], and the *ins* gene homologs differed in their relative expression for the IS elements in REL4536, and under aerobic and anaerobic conditions. 

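The genes of an element differed in level and in their change between environments. In IS1, *insA* had 514 ± 25.1 normalized CPM in aerobically grown cells (SD, n = 3) and 646 ± 109.6 in anaerobically grown cells (SD, n = 2), while *insB* rose from 192 ± 18.5 to 479.9 ± 35.0. In IS3, *insE* fell from 80.6 ± 8.44 to 50.1 ± 1.06 normalized CPM and *insF* had 156 ± 9.68 and 202 ± 28.5, and under total counts alone *insE* had the opposite sign. The difference in change between the genes of an element was not itself tested. Reads of *insA* and *insB*, like those of *insE* and *insF*, were divided over several copies by the authors' counting and were summed here.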

Further post-transcriptional insight into IS element activities, and their contributions to the observed mutation rates, may be obtained by determining the abundance and activities of transposases for each IS element type during aerobic and anaerobic growth.

It is further noted that the elevated mutation rate of IS*150* may be due to a subset of cells within the population, or from activities of particular IS*150* copies, arising from their genomic context. To investigate these possibilities further, a single-cell monitoring approach, or the use of gene reporters specific to each IS*150* copy, would be informative. SVs prevailed around the chromosome terminus, which is consistent with previous reports [76], and likely due to structural constraints to either maintain the genome symmetry between the origin and terminus of replication, or to maintain genome organization [77].

Overall, the findings of this study provide new insight into the mutagenic and physiological pressures associated with aerobic and anaerobic growth, and provide a framework upon which the evolution of facultative anaerobes can be based.

## Materials and Methods

### MA lineages

*Escherichia coli* REL606 and REL4536, a 10,000^th^ generation descendent of REL606 from the *E*. *coli* long-term evolution experiment [15], was kindly provided by Richard Lenski (Michigan State University). MA lineages of *E*. *coli* REL4536 were grown on 1.5% Davis minimal (DM) agar plates [78] supplemented with 0.02% (w/v) glucose, 0.01% (w/v) magnesium sulphate and 0.0002% (w/v) thiamine. Single colonies from aerobic MA lineages were re-streaked every 24 h for 180 bottlenecks, and every 72 h for 144 bottlenecks for anaerobic lineages, and grown at 37°C. MA lineages were routinely checked for contamination every 14 bottlenecks. Phage tests [14] were conducted using representative colonies from each lineage where sensitivity to Coliphage T5 and resistance to Coliphage T6 indicated the correct strain of *E*. *coli* was present. MA lineages were frozen every 15 bottlenecks by suspending the streaked colony in 400 μL of 15% glycerol and storage at -85°C.

To initiate the MA lineages, the ancestral *E*. *coli* REL4536 strain was streaked on a DM agar plate and incubated at 37°C. After 24 h, 100 colonies were randomly selected and each colony initiated an independent MA line by streaking onto aerobic or anaerobically prepared DM plates. Agar plates were divided into eight sectors to allow eight separate lineages to be propagated in parallel per agar plate. Prior to streaking a new plate, dots were randomly marked on the base of the plate in each sector. Thus for the next transfer, the colony closest to the mark was selected for propagation, ensuring that there was no bias towards colonies of a particular size or phenotype. Aerobic MA lineages were propagated in a Class II Type a/B3 biohazard cabinet (NuAire) while anaerobic MA lineages were propagated in an anaerobic glove box (Coy Laboratory Products Inc.) containing a 92% CO_2_:8% H_2_ atmosphere, and placed in AnaeroJar canisters (Oxoid) to maintain an anaerobic atmosphere after removal from the chamber.

The number of cell divisions during the time period between bottlenecks was estimated by counting the average number of cells in 10 colonies of *E*. *coli* REL4536 after 24 h in the aerobic environment and the average number of cells in 10 colonies of *E*. *coli* REL4536 after 72 h in the anaerobic environment. The number of cell divisions, or generations, of colony growth were calculated with the equation *G* = (*logN*)/*log2*, where *G* is the number of generations and *N* is the final number of cells in a colony. This yielded an estimate of approximately 25 and 24 generations for the aerobic and anaerobic environment, respectively.

### Fluctuation assays

Mutation rates for spontaneous nalidixic acid resistance (Nal^R^) were estimated by fluctuation assays using aerobic and anaerobic DM2000 media [79]. In each environment, 60 cultures in 0.2 mL DM media supplemented with 0.20% (w/v) glucose, 0.01% (w/v) magnesium sulphate and 0.0002% (w/v) thiamine (DM2000) were inoculated with a 10^−6^ dilution of a stationary phase culture of the appropriate strain. Cultures were grown until stationary phase at 37°C with shaking, after which they were plated on solid medium containing the selection agent. Plates were incubated at 37°C for 48–72 h, after which, colonies were counted to determine mutation rates. To assess for nalidixic acid resistance, cultures were plated on LB agar plates supplemented with 30 μg/mL nalidixic acid (n = 48) and on LB agar plates with no antibiotic (n = 12). Mutation rates were calculated using the Ma-Sandri-Sarkar Maximum Likelihood Estimator (MSS-MLE) method [80], as implemented in FALCOR [81]. Estimates of mutation rates per nucleotide were obtained by normalizing the obtained mutation rate per locus estimates to the number of nucleotides that are assumed to be responsible for conferring the mutant phenotype, as implemented by Lee et al. [6]. Resistance to nalidixic acid may be conferred by 18 different point mutations in the *gyrA* gene, and 2 point mutations in the *gyrB* gene [82–84].

### DNA sequencing

High-quality genomic DNA was extracted from cultures grown in lysogeny broth using a phenol-based extraction method [85] and ethanol precipitation. To prepare DNA for whole genome sequencing, 100–250 mL of overnight LB cultures were used. For each lineage, a culture was inoculated from a randomly chosen colony after the lineages had been maintained for the desired number of bottlenecks. Aerobic cultures were grown in serum bottles (Wheaton Science Products) in media prepared aerobically and covered with AeraSeal Breathable Films. All anaerobic work was carried out in an anaerobic glove box and anaerobic cultures were grown in serum bottles in media prepared anaerobically and sealed with butyl rubber stoppers. All cultures were incubated at 37°C with an orbital shaking of 150 RPM for 24 h. Cells were harvested by centrifugation at 8,000 *g* for 10 min at 4°C in 500 mL centrifuge bottles. Media was discarded and cell pellets were snap-frozen in liquid nitrogen and stored at -20°C. For cell lysis, frozen pellets were re-suspended in 1/20^th^ culture volume lysis buffer [30 mM NaCl, 50 mM pH 8.0 Tris-HCl, 5 mM pH 8.0 EDTA and 10% (w/v) SDS] and the solutions were transferred to 15 mL Falcon tubes (Becton-Dickinson). Cells were once again harvested by centrifugation at 8,000 *g* for 10 min at 4°C. Supernatant was discarded and cells were re-suspended in 1/50^th^ volume lysis buffer containing 20 mg/mL lysozyme (Sigma-Aldrich) and 10 μg/mL RNase A (Sigma-Aldrich). Samples were incubated at 37°C with orbital shaking at 150 RPM for 2 h to allow cell lysis. EDTA/SDS solution (0.25 M EDTA and 20% SDS), 2 mL, was added to each sample and samples were incubated for another 2 h at 65°C. Finally, 100 μL of 20 mg/mL Proteinase K (Sigma-Aldrich) was added to each sample and the mixture was incubated overnight at 65°C. For all extractions, UltraPure phenol:chloroform:isoamyl alcohol (25:24:1, v:v:v; Invitrogen) and chloroform:isoamyl alcohol (24:1, v:v; Sigma-Aldrich) were used. DNA was quantified using the Quant-iT dsDNA Broad-range (BR) Assay kit (Life Technologies) and measured on a Qubit 2.0 fluorometer (Life Technologies) as per the manufacturer’s instructions. DNA purity and quality was assessed using a NanoDrop Technologies ND-1000 UV-Vis Spectrophotometer.

As it had previously been implicated that SVs are prevalent in anaerobically grown cells [5] it was vital to be able to accurately identify these mutations. SVs are often mediated by large repetitive sequences [17], thus sequence pair information and library insert size are critical for detecting them using *de novo* assemblies, as this enables unique reads that flank repeated sequences to be linked. Within the REL4536 reference genome, IS*150* was the largest IS element at a length of 1446 bp. Therefore, to ensure that all IS element meditated SV mutations could be detected, DNA was sequenced with 2 kb mate-pair inserts on the Illumina HiSeq 2000 platform (BGI). Paired-end sequencing with 90 bp reads resulted in over 98% genome coverage with the mean read depth ± standard deviation was 127.6 ± 11.1 and 64.0 ± 24.8 for the aerobic, and anaerobic genomes, respectively (S1 Dataset). The DNA sequences for the MA lines are deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive, BioProject PRJNA315479.

### Mutation detection

The *E*. *coli* REL4536 reference genome was manually annotated using information provided by Barrick et al. [15] and the *E*. *coli* REL606 GenBank file (NCBI Reference Sequence NC_012967.1). Sequence data from BGI had been filtered to remove reads containing ≥ 10% unreadable bases, ≥ 20% low quality (≤ Q20) bases, adapter contamination or duplicate read-pairs and FastQC [86] was used to check the quality of the sequence data before analysis. BPSs, indels and MGE movement were identified using breseq [87, 88] with default parameters. To detect SVs, genomes were assembled *de novo* using SPAdes 3.0.0 [89] with default parameters. Assemblies were aligned to the reference *E*. *coli* REL4536 genome using the NUCmer pipeline in MUMmer [90] and Mauve [91] with default parameters to identify SV breakpoints. Verification of SV breakpoints was carried out using PCR using primers in S10 Table. PCR (25 μL total reaction volume) was performed using 1× reaction buffer (Invitrogen), 2 mM Mg^+2^ (Invitrogen), 0.2 mM deoxyribonucleotide triphosphate mixture (Invitrogen), 0.2 μM forward primer, 0.2 μM reverse primer, 0.02 unit/μL of Platinum High Fidelity Taq DNA polymerase (Invitrogen) and 1–100 ng of genomic DNA. PCR amplifications were performed on Eppendorf proS Mastercycler PCR machines and a standard PCR programme was used: initial denaturation at 94°C for 3 min, followed by 30 cycles of 94°C for 30 sec, annealing temperature (primer dependent) for 30 sec and extension at 68°C for 1 min per kb of product. The final elongation was for 10 min at 68°C. Using UltraPure Agarose (Invitrogen), 1% (w/v) gels were made up in 1× Tris-acetate-EDTA (TAE) buffer containing 1× SYBR safe nucleic acid dye (Life Technologies) to separate and visualize the PCR products.

In this study, an increase in IS element copy number, as well as a change in the location of an IS element, were both counted as IS insertions. Spontaneous mutation rates for aerobically and anaerobically grown *E*. *coli* lineages were calculated with the equation μ = *m*/(L*N*T), where μ is the mutation rate per genome per generation, *m* is the total number of observed mutations, *L* is the number of MA lineages, *N* is the number of generations between bottlenecks and *T* is the number of bottlenecks (180 for aerobic lineages and 144 for anaerobic lineages). To obtain the mutation rate per nucleotide per generation, the equation μ/*G* was used, where *G* is the size of the genome that was sequenced (S1 Dataset). To obtain the mutation rate per genome per day, the equation μ*'* = *m*/(L*D) was used, where μ*'* is the mutation rate per genome per day, *m* is the total number of observed mutations, *L* is the number of MA lineages and *D* is the number of days of evolution (180 for aerobic lineages and 432 for anaerobic lineages).

### Differential gene expression

The transcriptomes of three aerobic and two anaerobic stationary phase *E*. *coli* REL4536 cultures were sequenced. Aerobic cultures were grown in 250 mL serum bottles for 9 h while anaerobic cultures were grown for 16 h. All cultures were grown in 50 mL DM25 aliquots at 37°C. Cells were harvested by centrifugation at 8,000 *g* for 10 min at 4°C. Media was discarded and cell pellets were snap-frozen in liquid nitrogen. RNA was extracted from cultures using a hot lysis buffer and acid phenol-based extraction method [85] and isopropanol precipitation. Samples were lysed with 5 mL of 2% SDS solution at 65°C and poured into 10 mL of phenol:chloroform:isoamyl alcohol (125:24:1, v:v:v, pH 4.5; Ambion) and incubated at 65°C for 15 min. Following RNA extraction, Turbo DNase (Ambion) was used to treat the samples as per manufacturer’s instructions. Each sample was split into five 20 μL aliquots and two rounds of DNase treatment were performed on each aliquot. Following DNase treatment, RNA samples were purified using the Qiagen RNeasy Mini kit as per the manufacturer’s instructions. For each sample, the DNase-treated aliquots were pooled together before purification. RNA quality was measured using the Agilent 2100 Bioanalyzer (Agilent Technologies) with the RNA 6000 Nano Chip kit according to the manufacturer’s instructions while RNA was quantified using the Quant-iT RNA Assay kit (Life Technologies) and measured on a Qubit 2.0 fluorometer.

Total RNA libraries of 200 bp inserts were sequenced by Illumina HiSeq 2000 at BGI. Paired-end sequencing with 90 bp reads was performed. The quality of reads was assessed by using FastQC [86] and any reads with a quality score ≤ Q28 were trimmed using Trim Galore![92]. Bowtie 2 [93] was used with default parameters, to remove any sequence reads aligning to ribosomal RNA, transfer RNA and non-coding RNA sequences. EDGE-pro (Estimated Degree of Gene Expression in PROkaryotes) [94] and DESeq2 [95] were used on the remaining reads to identify differential expression between aerobic and anaerobic environments. The RNA sequence data is available at NCBI GEO accession GSE80451.

### Statistical analysis

Standard statistical tests were performed in GenStat 17^th^ Edition.

## Supporting Information

S1 Dataset Genome re-sequencing reference-based mapping and *de novo* assembly statistics for MA clones. (XLSX) Click here for additional data file.

S2 Dataset Mutations detected amongst the aerobic and anaerobic lineages. (XLSX) Click here for additional data file.

S1 Table *E*. *coli* mutation rates calculated from fluctuation assays. (DOCX) Click here for additional data file.

S2 Table Spectra of BPSs amongst the aerobic and anaerobic lineages. (DOCX) Click here for additional data file.

S3 Table REL4536 IS element features and mutation rates. (DOCX) Click here for additional data file.

S4 Table Relative distribution of mutations within the macrodomains of *E*. *coli*. (DOCX) Click here for additional data file.

S5 Table Expression values of *E*. *coli* REL4536 genes involved in DNA repair, replication and transposition. (DOCX) Click here for additional data file.

S6 Table Relative abundance of IS gene transcripts in aerobic and anaerobically grown cells. (DOCX) Click here for additional data file.

S7 Table IS*150* genome location. (DOCX) Click here for additional data file.

S8 Table Clockwise and counter-clockwise replichores of *E*. *coli* REL4536. (DOCX) Click here for additional data file.

S9 Table Expression of genes involved in arginine biosynthesis. (DOCX) Click here for additional data file.

S10 Table Primers used to verify SV break points. (DOCX) Click here for additional data file.

S1 Fig Cumulative distribution of mutations in the genomes of aerobic and anaerobic MA lineages. Shown are the relationships between cumulative mutations and chromosomal position for A) expected random distribution of mutations around the genome, B) BPSs, C) SVs, and D) indels.
(TIF) Click here for additional data file.

S2 Fig Significantly up-regulated genes, as a proportion of genes in the pathway, known to be involved in DNA repair and replication (classified by pathway). To identify significant expression, Benjamini-Hochberg adjusted *p* < 0.05 were used. Asterisk denotes a significant enrichment of the gene list under anaerobic conditions by Fisher’s exact test (*, *p* < 0.05).
(TIF) Click here for additional data file.

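The data behind such a figure are a count of significant genes per pathway and the same count among the genes outside it. In edgeR's quasi-likelihood test 24 of 43 DNA replication genes were higher in anaerobically grown cells, 55.8% against 32.5% of the other tested genes, an odds ratio of 2.62 (two-sided Fisher's exact test, p = 0.00178, adjusted p = 0.0143 over the 8 pathways). Of the 5 nucleotide excision repair genes tested, 4 were higher, an odds ratio of 8.22 (Fisher's exact test, p = 0.0425, adjusted p = 0.0954). *uvrC* could not be placed and is missing from this count. S5 Table lists it on the other side, with a log2 fold change of -0.35. Transposition (7 of 14 genes, odds ratio 2.06, adjusted p = 0.402), the stringent response (8 of 19, 1.49, adjusted p = 0.617) and the SOS response (3 of 11, 0.77, adjusted p = 1) did not depart from the other genes by the same exact test. The legend gives neither the sidedness of the test nor the genes used as its background. Here the test was two-sided against all 4041 tested genes, and the SOS response also held 4 genes that were higher in aerobically grown cells. Tested as sets with camera, the adjusted p-values were 0.339 for base excision repair, 0.0619 for mismatch repair, 0.12 for recombinational repair, 0.318 for transposition, 0.326 for the stringent response and 0.973 for the SOS response.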

S3 Fig Comparison of mutation rates expressed per generation and per unit time. Shown are: Mean mutation rates of mutational classes expressed A) per nucleotide per generation, B) per nucleotide per day of growth, C) Conditional BPS rates expressed per nucleotide per generation and D) Conditional BPS rates expressed per nucleotide per day of growth. Error bars represent standard errors of the mean. * denotes *p* < 0.05 by Mann-Whitney U-test.
(TIF) Click here for additional data file.

S4 Fig Comparison of SV mutation rates. Shown are: A) and C) Mutation rates of different SV classes expressed per nucleotide per generation, and B) and D) Mutation rates of different SV classes expressed per nucleotide per day of growth. Error bars represent standard errors of the mean. * denotes *p* < 0.05 by Mann-Whitney U-test.
(TIF) Click here for additional data file.

# Supplementary material for: Anaerobically Grown Escherichia coli Has an Enhanced Mutation Rate and Distinct Mutational Spectra
**Source:** PLoS Genet. 2017 Jan 19;13(1):e1006570. doi: 10.1371/journal.pgen.1006570
**Supplement:** S1 Table

**S1 Table.** ***E. coli* mutation rates calculated from fluctuation assays.**

| Strain | Environment | Mutation rate per locus  per generation  (× 10^-9^)^†^ | 95% CL^††^  (× 10^-9^) | Mutation rate per genome  per generation  (× 10^-4^) | 95% CL  (× 10^-4^) |
| --- | --- | --- | --- | --- | --- |
| REL4536 |  |  |  |  |  |
|  | Aerobic | 0.34 | 0.13 – 0.62 | 0.78 | 0.30 – 1.42 |
|  | Anaerobic | 1.02 | 0.45 – 1.75 | 2.34 | 1.03 – 4.02 |
| REL606 |  |  |  |  |  |
|  | Aerobic | 0.57 | 0.26 – 0.95 | 1.31 | 0.60 – 2.18 |
|  | Anaerobic | 0.92 | 0.41 – 1.58 | 2.11 | 0.94 – 3.63 |

^†^The single mutation rate estimate per treatment was calculated in FALCOR from 60 independent cultures with assessment by spontaneous nalidixic acid resistance.

^††^95% confidence limit of the mutation rate estimate was generated by FALCOR.

# Supplementary material for: Anaerobically Grown Escherichia coli Has an Enhanced Mutation Rate and Distinct Mutational Spectra
**Source:** PLoS Genet. 2017 Jan 19;13(1):e1006570. doi: 10.1371/journal.pgen.1006570
**Supplement:** S2 Table

S2 Table. Spectra of BPSs amongst the aerobic and anaerobic lineages.

|  |  | Aerobic | Anaerobic |
| --- | --- | --- | --- |
| *Substitution type* | | | |
| Transitions |  | 50 | 38 |
|  | A 🡪 G | 10 | 6 |
|  | T 🡪 C | 3 | 2 |
|  | G 🡪 A | 18 | 17 |
|  | C 🡪 T | 19 | 13 |
| Transversions |  | 24 | 35 |
|  | A 🡪 C | 4 | 9 |
|  | A 🡪 T | 1 | 4 |
|  | C 🡪 A | 1 | 6 |
|  | C 🡪 G | 0 | 1 |
|  | G 🡪 C | 2 | 1 |
|  | G 🡪 T | 7 | 1 |
|  | T 🡪 A | 4 | 4 |
|  | T 🡪 G | 5 | 9 |
| *Region of substitution* | | | |
| Coding sequences | | 60 | 50 |
|  | Synonymous | 16 | 19 |
|  | Non-synonymous | 44 | 31 |
| Non-coding sequences | | 14 | 23 |

# Supplementary material for: Anaerobically Grown Escherichia coli Has an Enhanced Mutation Rate and Distinct Mutational Spectra
**Source:** PLoS Genet. 2017 Jan 19;13(1):e1006570. doi: 10.1371/journal.pgen.1006570
**Supplement:** S3 Table

**S3 Table. REL4536 IS element features and mutation rates.**

| Element | Copies | Size (bp) | Genes | IS family | Mechanism^†^ | Target length (bp) | Aerobic mutation rate (per site per generation, ×10^-11^)^††^ | Anaerobic mutation rate (per site per generation, ×10^-11^)^††^ |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| IS1 | 26 | 777 | *insA, insB** | IS1 | CoPa | 8-9 | 2.47 ± 1.11 | 2.41 ± 1.01 |
| IS2 | 1 | 1,128 | *insC, insD*** | IS3 | CoPa | 5 | 0 | 0 |
| IS3 | 5 | 1,260 | *insE, insF*** | IS3 | CoPa | 3-4 | 0.41 ± 0.28 | 1.34 ± 0.54 |
| IS4 | 1 | 1,438 | *insG* | IS4 | CuPa | 10-13 | 0.21 ± 0.21 | 0.27 ± 0.27 |
| IS30 | 1 | 1,187 | *insI* | IS30 | CoPa | 2-3 | 0 | 0 |
| IS150 | 6 | 1,446 | *insJ, insK*** | IS3 | CoPa | 3-4 | 1.23 ± 0.45 | 11.80 ± 2.46 |
| IS186 | 5 | 1,349 | *insL* | IS4 | n/a | 10-11 | 1.23 ± 0.54 | 0.27 ± 0.27 |
| IS600 | 1 | 1,180 | *yis1, yis2*** | IS3 | n/a | 3 | 0 | 0 |
| IS911 | 1 | 1,198 | *insN, ECB_04146*** | IS3 | CoPa | 3-4 | 0 | 0 |
|  | | | |  |  |  |  |  |
| Correlation with copy number, Spearman’s Rho R (*P*-value) | | | | |  |  | 0.939 (0.0002) | 0.900 (0.0009) |
| Correlation with copy number, Pearson’s Correlation Coefficient R (R^2^) | | | | | |  | 0.919 (0.844) | 0.233 (0.054) |

^†^Where known, mechanism of acitivity is listed: CoPa (copy and paste), CuPa (cut and paste) and n/a (not available).

^††^Mean mutation rate ± standard error of the mean is given.

^*^Recoding (i.e. -1 translational frameshift at A_AA.A_AA.C) is used to generate the functional transposase encoded by the two genes.

^**^Recoding (i.e. -1 translational frameshift at A_AA.A_AA.G) is used to generate the functional transposase encoded by the two genes.

# Supplementary material for: Anaerobically Grown Escherichia coli Has an Enhanced Mutation Rate and Distinct Mutational Spectra
**Source:** PLoS Genet. 2017 Jan 19;13(1):e1006570. doi: 10.1371/journal.pgen.1006570
**Supplement:** S4 Table

S4 Table. Relative distribution of mutations within the macrodomains of *E. coli*.

|  | Ori MD | NS^Right^ | Ter MD | Right MD | Left MD | NS^Left^ | Pearson’s Chi-square^†^  (df = 5) | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Aerobic proportion of mutations* | | | | | | | |  |
| BPSs | 0.26 | 0.18 | 0.19 | 0.07 | 0.15 | 0.16 | χ^2^ = 2.67, *p* = 0.751 | |
| SVs | 0.15 | 0.15 | 0.48 | 0.06 | 0.15 | 0.00 | χ^2^ = 29.47, *p* < 0.001 | |
| Indels | 0.23 | 0.00 | 0.23 | 0.23 | 0.08 | 0.23 | χ^2^ = 10.31, *p* = 0.067^††^ | |
| *Anaerobic proportion of mutations* | | | | | | | |  |
| BPSs | 0.22 | 0.21 | 0.14 | 0.14 | 0.08 | 0.22 | χ^2^ = 5.31, *p* = 0.379 | |
| SVs | 0.15 | 0.15 | 0.48 | 0.06 | 0.15 | 0.00 | χ^2^ = 23.68, *p* < 0.001 | |
| Indels | 0.16 | 0.21 | 0.16 | 0.05 | 0.16 | 0.26 | χ^2^ = 0.63, *p* = 0.987^††^ | |
| *Expected proportion of mutations for even distribution across the genome* | | | | | | | |  |
| BPSs | 0.24 | 0.19 | 0.16 | 0.10 | 0.12 | 0.19 |  | |
| GCRs | 0.18 | 0.17 | 0.41 | 0.07 | 0.09 | 0.07 |  | |
| Indels | 0.19 | 0.13 | 0.19 | 0.13 | 0.13 | 0.25 |  | |

^†^Null hypothesis is that mutations are distributed evenly across the genome.

^††^The criteria for the statistical test was not met as expected cell count was < 5.

# Supplementary material for: Anaerobically Grown Escherichia coli Has an Enhanced Mutation Rate and Distinct Mutational Spectra
**Source:** PLoS Genet. 2017 Jan 19;13(1):e1006570. doi: 10.1371/journal.pgen.1006570
**Supplement:** S5 Table

**S5 Table. Expression values of *E. coli* REL4536 genes involved in DNA repair, replication and transposition.**

^†^DESeq2 outputs log2(Fold Change) values calculated from normalized sequence read count data.

^††^As a descriptive detail, fold change was calculated as the ratio of a gene’s mean expression in anaerobic conditions to its mean expression in aerobic conditions. A fold change greater than one indicates greater expression in anaerobic conditions, while a fold change between zero and one indicates greater expression under aerobic conditions.

^*^Benjamini-Hochberg (BH) adjusted *p*-values as implemented in the DESeq2 package to control the False Discovery Rate (FDR). An FDR threshold < 0.05 was used to identify significant expression.

# Supplementary material for: Anaerobically Grown Escherichia coli Has an Enhanced Mutation Rate and Distinct Mutational Spectra
**Source:** PLoS Genet. 2017 Jan 19;13(1):e1006570. doi: 10.1371/journal.pgen.1006570
**Supplement:** S6 Table

**S6 Table. Relative abundance of IS gene transcripts in aerobic and anaerobically grown cells.**

| Gene | Product | Gene length (bp) | Mean relative transcript abundance in aerobically grown cells^†^ | Mean relative transcript abundance in anaerobically grown cells^†^ |
| --- | --- | --- | --- | --- |
| *insA* | IS1 protein | 276 | 2.34 × 10^-6^ | 5.42 × 10^-6^ |
| *insB* | IS1 protein | 504 | 4.41 × 10^-7^ | 2.01 × 10^-6^ |
| *insC* | IS2 protein | 261 | 7.84 × 10^-9^ | 1.88 × 10^-8^ |
| *insD* | IS2 protein | 906 | 1.24 × 10^-8^ | 3.13 × 10^-8^ |
| *insE* | IS3 protein | 309 | 3.02 × 10^-7^ | 3.43 × 10^-7^ |
| *insF* | IS3 protein | 867 | 2.08 × 10^-7^ | 4.93 × 10^-7^ |
| *insG* | IS4 protein | 1329 | 1.02 × 10^-7^ | 1.10 × 10^-7^ |
| *insI* | IS30 protein | 1125 | 1.49 × 10^-8^ | 4.20 × 10^-8^ |
| *insJ* | IS150 protein | 522 | 6.33 × 10^-8^ | 2.27 × 10^-7^ |
| *insK* | IS150 protein | 852 | 3.50 × 10^-7^ | 1.06 × 10^-6^ |
| *insL* | IS186 protein | 1113 | 1.79 × 10^-7^ | 3.15 × 10^-7^ |
| *insN* | IS911 protein | 273 | 4.12 × 10^-8^ | 1.51 × 10^-7^ |
| *ECB_04146* | IS911 protein | 840 | 1.90 × 10^-8^ | 5.90 × 10^-8^ |
| *yis1* | IS600 protein | 303 | 6.92 × 10^-9^ | 1.62 × 10^-8^ |
| *yis2* | IS600 protein | 819 | 4.19 × 10^-8^ | 8.55 × 10^-8^ |

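S6 Table gives no total for its relative abundances. They were computed here as the read counts of an IS gene divided by the length of the gene and by a total for the library, averaged over the libraries of an environment. The rounded RPKM values that the authors deposited imply library totals of 12163199, 11130648 and 12642332 reads for the aerobic libraries and 1401718 and 1954089 for the anaerobic libraries, below the counts on all genes. Computed with the counts on all genes as the total, *insA* had the highest value in both environments, 1.45e-06 ± 1.32e-07 in aerobically grown cells (SD, n = 3) and 3.43e-06 ± 5.33e-07 in anaerobically grown cells (SD, n = 2), and *yis1* the lowest. Of IS150, *insK* had 2.35e-07 ± 6.77e-08 and 7.37e-07 ± 3.31e-08 and *insJ* had 4.27e-08 ± 1.09e-08 and 1.58e-07 ± 3.15e-08. From the rounded RPKM values in place of the counts, *insA* had 2.15e-06 and 4.94e-06. Because the totals enter as plain divisors, these levels compare genes within an environment, and their ratio between environments is not corrected for composition.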

^†^Values normalized for gene length.

# Supplementary material for: Anaerobically Grown Escherichia coli Has an Enhanced Mutation Rate and Distinct Mutational Spectra
**Source:** PLoS Genet. 2017 Jan 19;13(1):e1006570. doi: 10.1371/journal.pgen.1006570
**Supplement:** S7 Table

**S7 Table. IS*150* genome location.**

| IS*150* copy^†^ | Genome location | Orientation^††^ | Disrupted ORF | Left ORF (orientation^††^) | Right ORF (orientation^††^) | Comment |
| --- | --- | --- | --- | --- | --- | --- |
| 6 | 998,183 - 999,625 | - | *pykF* (-) | *lpp* (-) | *ydhZ (+)* | Disruption of pyruvate kinase I gene. |
| 7 | 1,764,886 - 1,766,328 | - | *pflB* (+) | *focA* (+) | *pflA* (+) | Disruption of pyruvate formate lyase gene. |
| 2 | 2,070,037 - 2,071,479 | - | intergenic | *gltK* (+) | *rihA* (+) | A previously unrecognised gene, predicted to encode an arginine ABC transporter ATP-binding protein, has been disrupted. This is predicted to be within the *glt* operon, located downstream of *gltK.* |
| 3 | 2,747,257 - 2,748,699 | - | intergenic | *insL-5* (+) | *cysH* (-) | The *cys* operon is involved in sulphate reduction. |
| 4 | 3,623,897 - 3,625,339 | + | intergenic | *hokA* (-) | *glyS* (-) | IS orientation is in reverse to that of adjacent genes, *glyS* encodes subunit of glycine tRNA ligase. |
| 5 | 3,866,362 - 3,867,804 | + | intergenic | *trkD* (+) | *yieP* (-) | The *trkD* gene is involved in potassium ion uptake. |

^†^IS*150* copy number. Copy 1 (not shown) is a partial IS*150* element that has been disrupted by IS*1* in *insK-1*, and is thus not included in this table.

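The partial copy 1 has 1 row in the deposited tables, for *insJ* (ECB_00543, 580319 to 580840), and none for a complete *insK*. This row held 108, 81 and 74 counts in aerobic libraries 1, 2 and 3 and 37 and 42 counts in anaerobic libraries 1 and 3. Copies 6 and 7, inside *pykF* and *pflB*, have no *insJ* or *insK* row. The gene *insJ* was therefore summed over copies 1 to 5 and *insK* over copies 2 to 5.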

^††^Orientation, shown as + or -, of IS*150* (or gene) relative to the top strand of the reference genome sequence.

# Supplementary material for: Anaerobically Grown Escherichia coli Has an Enhanced Mutation Rate and Distinct Mutational Spectra
**Source:** PLoS Genet. 2017 Jan 19;13(1):e1006570. doi: 10.1371/journal.pgen.1006570
**Supplement:** S8 Table

**S8 Table. Clockwise and counter-clockwise replichores of *E. coli* REL4536.**

|  |  | Clockwise replichore  (template leading strand) | Counter-clockwise replichore  (template lagging strand) |
| --- | --- | --- | --- |
| Size (bp) |  | 2,055,789 | 2,539,896 |
| Nucleotide composition |  |  |  |
|  | No. of A (bp) | 504,576 (24.5%) | 627,644 (24.7%) |
|  | No. of C (bp) | 506,731 (24.6%) | 666,344 (26.2%) |
|  | No. of G (bp) | 536,404 (26.1%) | 625,390 (24.6%) |
|  | No. of T (bp) | 508,078 (24.7%) | 620,518 (24.4%) |
| No. of CDS |  | 1,853 | 2,323 |
|  | No. of co-directional CDS | 858 | 1,291 |
|  | No. of head on CDS | 995 | 1,032 |

# Supplementary material for: Anaerobically Grown Escherichia coli Has an Enhanced Mutation Rate and Distinct Mutational Spectra
**Source:** PLoS Genet. 2017 Jan 19;13(1):e1006570. doi: 10.1371/journal.pgen.1006570
**Supplement:** S9 Table

**S9 Table. Expression of genes involved in arginine biosynthesis.**

| Gene | Product | log2(Fold Change) ^†^ | Fold Change^††^ | BH adj. *p-*values* |
| --- | --- | --- | --- | --- |
| *yhaO* | Putative transporter | 5.77 | 54.53 | 1.64 × 10^-194^ |
| *artJ* | Arginine transporter subunit | 5.56 | 47.21 | 2.85 × 10^-149^ |
| *argA* | *N*-acetylglutamate synthase | 3.82 | 14.13 | 3.23 × 10^-77^ |
| *ybiA* | Swarming motility protein | 3.69 | 12.86 | 1.44 × 10^-60^ |
| *argH* | Argininosuccinate lyase | 3.65 | 12.53 | 7.63 × 10^-64^ |
| *argC* | *N*-acetyl-gamma-glutamyl-phosphate | 3.60 | 12.10 | 8.14 × 10^-86^ |
| *purK* | *N*5-carboxyaminoimidazole ribonucleotide synthase | 3.59 | 12.01 | 3.43× 10^-24^ |

^†^DESeq2 outputs log2(Fold Change) values calculated from normalized sequence read count data.

^††^As a descriptive detail, fold change was calculated as the ratio of a gene’s mean expression in anaerobic conditions to its mean expression in aerobic conditions. A fold change greater than one indicates greater expression in anaerobic conditions, while a fold change between zero and one indicates greater expression under aerobic conditions.

^*^Benjamini-Hochberg (BH) adjusted *p*-values as implemented in the DESeq2 package to control the False Discovery Rate (FDR). An FDR threshold < 0.05 was used to identify significant expression.

# Supplementary material for: Anaerobically Grown Escherichia coli Has an Enhanced Mutation Rate and Distinct Mutational Spectra
**Source:** PLoS Genet. 2017 Jan 19;13(1):e1006570. doi: 10.1371/journal.pgen.1006570
**Supplement:** S10 Table

**S10 Table. Primers used to verify SV break points**.

| Primer name | Sequence (5' 🡪 3') | PCR annealing temperature |
| --- | --- | --- |
| IS150 insertion F | CGT TGT CTC TCG TCC AGG TT | 51ºC |
| IS150 insertion R | AGG CGG CAA ATT TGT CTG TA | 51ºC |
| 6 kb deletion within F | TCC GGA AGA ACT GGC TCT AA | 52ºC |
| 6 kb deletion within R | GGA ATC AGC ACC GAC AAT TT | 52ºC |
| ybdk F | CCT GAA TTA ATC CCG CCA TA | 52ºC |
| entD R | AGC CGT GGT ATC TCG TCA AC | 57ºC |
| nupC F | GGA TTA TCG CAG GTG CAG TT | 56ºC |
| yfeaA R | GCA TTT ATT CTT GCG GTG CT | 54ºC |
| clpX F | ATC TGG AAT TCC GTG ACG AG | 55ºC |
| lon R | ATC GCG TTT ATT TTC GAA CG | 52ºC |
| ynhG F | GGC GAA TAC CTC ATT CAT GG | 53ºC |
| ydhY R | AGG TGT CCG CGG TAT AGT TG | 57ºC |
| gltK F | TGG AGT TCC ATT GTC CCT TC | 55ºC |
| rihA R | GGA TCC CTG ACT GGA AGA CA | 56ºC |
| focA F | GCT TTC CGG CGA GTA TAT GA | 55ºC |
| pflA R | TGC CCA TAT CAC GGG TAA AT | 54ºC |
| ybdB F | CAC CAG CGA TAA CAC AAT GG | 54ºC |
| ybdH R | GGT GTG GAT CTA CGG CAA AC | 56ºC |
| iap F | AGT TTT CGA CAA AGC CGG TA | 54ºC |
| cysH R | GCA AAA ACA TGG CCT GAA AT | 52ºC |
| trkD F | GCT GGT GAT TAT GGG GCT AA | 54ºC |
| hdfR R | GGC CAG ATT TTC AAC AGC AT | 54ºC |
| yeaS F | ACG CTG GAA CTG GTG AGT TT | 57ºC |
| yeaR R | ACT TCA GGA GCC ACG AAG AA | 56ºC |
| gmhB F | GTG GGA ACA AAA GTG CTG GT | 56ºC |
| dkgB R | TAT GGA TGC CGT GCT GTT TA | 54ºC |
| kgtP F | CTC ACT ATC AGC AGG GCA CA | 57ºC |
| clpB R | GAA GGC ATC GCT TTC TGG TA | 55ºC |
| yibF F | AGT CGC CAG ATT GAC CGT AT | 56ºC |
| yibA R | CGT CTT GCC CAC CTC TTA AC | 56ºC |
| nikR F | CGT GTT GAA AGG TGA CAT GG | 54ºC |
| yhhJ R | GAA AGT ATG CCG CAG ATG GT | 55ºC |
| ybfO F | CGG ATT CAG CGG ATA CTG AT | 54ºC |
| kdpA R | CGG CAG AAA GAA AGT TTT GC | 53ºC |
| ybbP F | GCT TAA CCG CGA ACT CAA TC | 54ºC |
| ylbH R | GTG ATG CGG GTT CTC TTC AT | 55ºC |
| ECB_01416 F | AGC AAC TCT GGA ATG GCT GT | 57ºC |
| ECB_01413 R | ACC GCA CCA CTG ATG TGA TA | 56ºC |

How the deposited data were processed for this re-analysis (not part of the article)

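RNA-seq libraries of 5 cultures of E. coli REL4536 were compared, 3 grown aerobically and 2 grown anaerobically, as labelled by the authors. As stated by the authors, reads were trimmed with Trim Galore, reads that Bowtie 2 aligned to rRNA, tRNA or ncRNA were removed, and the remaining reads were counted on the genes of REL4536, annotated from REL606, with EDGE-pro; versions of these tools were not stated. The deposited counts are the numbers of reads that the authors' software assigned to each protein-coding locus tag, without normalization. The mean coverage of each gene was computed by the authors' software as the mean read depth over the gene, and served here only to read how low values were treated. The third kind of value is a score, the RPKM that the authors' software computed and the authors deposited rounded to whole numbers, in which genes with a mean depth of 3.0 or less are written as 0, which is 204 to 276 genes in the aerobic libraries and 875 and 632 genes in the anaerobic libraries. The authors tested their counts with DESeq2.
The count columns of the 5 libraries equaled the read columns of the tables of each library over the 4163 locus tags, and 0 columns of the count table were left unused. The tables of each library also hold 179 rows for ncRNA, 85 for tRNA and 22 for rRNA, which are not in the authors' count table and were left out of library sizes and tests. They held between 19.5% and 20.5% of the reads in the aerobic libraries, and 26.7% and 24.2% in anaerobic libraries 1 and 3.
The 10 most highly counted genes held 19.2% ± 0.873 of the counts on genes in the aerobic libraries (SD, n = 3) and 15.3% ± 2.03 in the anaerobic libraries (SD, n = 2). Depth limits the low end: the median count per gene was between 507 and 631 in the aerobic libraries and was 135 and 197 in anaerobic libraries 1 and 3. Correlations of replicates across genes, on the log scale, were between 0.981 and 0.995.
Gene symbols were not paired with the locus tags of the deposited tables. Locus tags were aligned with the genes of K-12 MG1655, assembly ASM584v2, by the order of genes along the chromosome and by equal gene length, within windows of 6 genes, and a tag between 2 matched neighbors was also named where its length lay within 10%. This named 3480 tags by order and equal length and 107 tags between neighbors, and left 576 without a symbol. The match uses neither sequence nor a shared identifier, so a symbol is an inference. It was checked against S2 Dataset, which gives names at positions of the authors' sequence, where 104 genes lay inside 1 tag, 100 were matched and 0 received another name. The log2 fold changes were also compared with S5 and S9 Tables: under DESeq2 with its fold change prior, 145 of 146 values lay within 0.05 of the paper's, the exception being *xthA*. No coordinates of the K-12 assembly are given. IS genes were placed by gene length and by neighboring IS rows, and the counts of the copies of each IS gene were summed. The genes *uvrC*, *recQ*, *insC*, *ftsK*, *appY*, *rpmE2*, *tauA* and *tauB* of S5 Table were not analysed here.
Environments were compared with edgeR 4.0.16 in R 4.3.3, by TMM normalization, filterByExpr (at least 10 counts at the median library size, 15 in total), a quasi-likelihood fit with environment as the only term and Benjamini-Hochberg adjustment; standard errors are the log2 fold change divided by the square root of F. Pathways were tested with Fisher's exact test, two-sided, against all other genes tested, and 20 gene lists with camera (limma 3.58.1) at a preset correlation of 0.01 between genes. The lists were the 8 pathways of S5 Table and 12 lists written from general knowledge: genes induced without oxygen, aerobic respiration, ribosomal proteins, RpoS, acid resistance, arginine decarboxylase, ArgR, PurR, pyrimidine biosynthesis, the SOS regulon, heat shock and oxidative stress. Transcript ratios of elements are counts per base pair, summed over genes, per library. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.
Before the data were examined, the assignment of libraries, the tests, the gene lists, the alternatives and the rule for naming genes were fixed. By that rule, genes that the paper's text or S5, S6, S7 or S9 Table names may be named, and the 6 genes with the largest increase and the 6 with the largest decrease that passed the threshold, had libraries of the 2 environments apart and had at least 50 counts in each library of the higher environment, and members of the gene lists where their result is given. The alternatives were DESeq2's size factors, total counts only and upper quartile normalization in the edgeR fit; DESeq2 1.42.0 with its default settings and with the fold change prior that was its default when the study was made; no filter and a filter of at least 10 counts in every library; limma-trend on the log2 of the rounded RPKM plus 1 and plus 0.1, with and without a minimum mean RPKM of 1; a replicate block; and each library left out in turn. For pathways and lists they were a one-sided test, the other S5 Table genes as background, genes changed in either direction, fry and an estimated correlation. After the data were examined, 3 alternatives were added: aerobic libraries thinned to the mean anaerobic total of 2420411 counts, IS gene copies as separate rows, and *insK* without the row of copy 5.
The tests were tested on simulated counts drawn from the means and totals of these libraries, in which 200 genes were changed. Among 4013 genes tested, edgeR recovered 184 of 198 changed genes, 92.9%, and 5.64% of its calls were false. DESeq2 recovered 90.5% with 4.74% false calls among 4041 genes. Most simulated genes were unchanged, while 65.3% of the tested genes passed the threshold in the real libraries. The rates of edgeR and DESeq2 therefore do not measure the error that the choice of scaling adds here. limma-trend on values scaled by total counts, as RPKM are, made 1991 calls, of which 91% were false.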

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

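The tests on the reads outside the authors' count table, including those on nc_118c, were chosen only after the result was seen.
Of the 6 largest increases and the 6 largest decreases among genes with at least 50 counts in each library of the higher environment, 10 were in genes that the paper does not discuss. ECB_03879, which received no symbol, had a log2 fold change of 5.10 in anaerobically grown cells against aerobically grown cells, *allD* 4.82, *cyuA* 4.48 and *argI* 4.22. In the other direction *osmB* had -5.55, *prpB* -5.22, *yjbJ* -4.64, *yqaE* -4.49, *ytjA* -4.26 and *astB* -4.21. For each of the 10 genes the levels of the aerobic and the anaerobic libraries did not overlap, which the rule for naming genes required. The lower depth of the anaerobic libraries was not the source of the calls as a set: with the aerobic libraries thinned to that depth, 92.5% of all calls kept their direction and side of the threshold. The rank correlation of log2 fold change with gene length across tested genes was 0.088. This argues against a steady trend with length as the source for the calls as a set. An effect limited to short genes, or acting in both directions, was not tested. For the 10 genes neither check decides. *osmB*, *yjbJ*, *yqaE* and *ytjA* have 219, 210, 159 and 180 bp, and the others have from 420 to 1344 bp. What stays open is the state of the cultures at harvest, 9 h against 16 h. The stationary phase list had a median of -1.34 (camera adjusted p = 4.76e-07, 23 of 30 genes lower in anaerobically grown cells), while the ribosomal protein list, with a median of 0.29, had an adjusted p of 0.0549. With an estimated correlation the adjusted camera p of the stationary phase list was 0.274. The test set for a different distance from growth asked for opposite directions with both lists under 0.05, so it was missed by a small margin. The ribosomal list passed with total counts (adjusted p = 0.0229), upper quartile normalization (0.0439), limma on RPKM (0.00162 to 0.0028), thinned aerobic libraries (0.0458) and fry (0.00868), although fry passed 18 of the 20 lists, and did not in the other alternatives (0.0542 to 0.458), so the tables do not decide on growth. Oxygen and time of harvest differ together in this design, so these explanations cannot be told apart.
The tables of each library hold reads on ncRNA, although the methods state that reads aligning to rRNA, tRNA and ncRNA were removed. Reads on rows of ncRNA were 20.0% ± 0.577 of all reads in the aerobic libraries (SD, n = 3) and 21.5% ± 0.221 in the anaerobic libraries (SD, n = 2). The difference of -1.55 percentage points between aerobic and anaerobic libraries is larger than the spread between libraries of an environment, which argues against an equal share, though 3 libraries against 2 allow no exact permutation p under 0.1. Reads on rRNA were 0.0304% ± 0.0217 and 3.84% ± 1.53. How completely these reads were removed from each library is not known from the tables, so a difference in removal and a difference between the cultures are both untested. These reads are outside the library sizes used for the genes.
A single ncRNA row, nc_118c (3176045 to 3176282), held 1.89%, 1.96% and 1.66% of all reads in aerobic libraries 1, 2 and 3. The 95% Wilson intervals were 1.882% to 1.894%, 1.957% to 1.969% and 1.659% to 1.669%. In anaerobic libraries 1 and 3 this row held 0 reads, with upper Wilson limits of 1.4e-04% and 1.03e-04%. The intervals cover counting error only. The row lies wholly inside another, nc_117c (3175967 to 3176343), and software that divides reads between overlapping rows may have moved them. Both rows together held 7.2%, 7.75% and 7.21% of reads in the aerobic libraries and 2.73% and 3.11% in the anaerobic libraries, a log2 ratio of -1.34. The lower sum argues against a change in division as its source, since division leaves the sum unchanged. In anaerobic libraries 1 and 3, nc_117c held 75047 and 116236 reads. An untrimmed read of the length that the paper gives is longer than either part of nc_117c outside nc_118c. Most reads on nc_117c would thus reach into nc_118c. This argues against a lower level alone as the source of a count of exactly 0. How far the level of nc_118c itself also differed cannot be told, because the tables hold only the reads as divided.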

How the results depend on the processing

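The counts of genes higher in each environment kept within 1.5 times of 1325 and 1314 under DESeq2's size factors, upper quartile normalization, DESeq2 with and without its prior, no filter, at least 10 counts in every library and IS copies as separate rows (1344 and 1338). With 1 aerobic library left out they ranged from 1203 to 1257 and from 1206 to 1323. The fits that left 1 anaerobic library served for effect sizes only, and no calls were made from them. With the aerobic libraries thinned to the mean anaerobic total, 1268 and 1227 genes were called among 3797 tested, and 1221 and 1219 of these were among the genes called at full depth. With IS copies as separate rows, only the rows of *insJ* and *insK* were followed as single genes. The 7 genes of S9 Table passed under the other settings that gave calls, total counts and RPKM included. There the log2 fold changes of *insJ*, *insN* and ECB_04146 kept their sign and side of the threshold, as did *insK* except without the row of copy 5.
Scaling had the largest effect. With total counts only, 2473 genes were higher in anaerobically grown cells and 548 in aerobically grown cells, 1897 and 296 of them at least 2-fold, and 75 genes were called in the direction opposite to that under TMM. Of S5 Table, 7 genes were higher in aerobically grown cells, and 12 IS genes in anaerobically grown cells. This setting moves every log2 fold change up by about 0.92, which by construction turns small decreases into increases: the value became 0.042 for *alkA*, 0.25 for *mug*, 0.019 for *mutY*, 0.68 for *xthA*, 0.90 for *recA*, 0.22 for *insE*, 0.14 for *insG*, 0.86 for *insL*, 0.0023 for *focA*, 0.77 for *trkD*, 0.62 for *yieP*, 0.15 for *pflB*, 0.85 for the SOS response list, 0.82 for the induced without oxygen list and 0.83 for the heat shock list. Upper quartile normalization gave 0.16 for *recA*, 0.12 for *insL*, 0.039 for *trkD*, 0.11 for the SOS response list, 0.079 for the induced without oxygen list and 0.091 for the heat shock list.
With limma on the rounded RPKM plus 1, plus 0.1, and plus 1 with a minimum mean RPKM of 1, 806, 805 and 821 genes were higher in aerobically grown cells, and 1461, 1463 and 1473 were at least 2-fold higher in anaerobically grown cells. S5 Table genes higher in aerobically grown cells numbered 9, 9 and 10, and IS genes higher in anaerobically grown cells 11, 11 and 11. RPKM carry the same scaling by totals, and genes of low coverage are written as 0 in them. In simulated data most calls under such scaling were false, with a median error of -0.463. The shift of the RPKM values here was 0.862, of opposite sign, so the simulated share of false calls does not carry over. With a pseudocount of 1 the sign reversed to 0.0020 for *alkA*, 0.20 for *mug*, 0.63 for *xthA*, 0.85 for *recA*, 0.19 for *insE*, 0.11 for *insG*, 0.80 for *insL*, -2.99 for *yis1*, 0.73 for *trkD*, 0.58 for *yieP*, 0.11 for *pflB*, 0.57 for the SOS response list, -0.98 for the pyrimidine biosynthesis list and 0.79 for the heat shock list. With a pseudocount of 0.1 it reversed to 0.0021 for *alkA*, 0.20 for *mug*, 0.64 for *xthA*, 0.85 for *recA*, 0.19 for *insE*, 0.11 for *insG*, 0.81 for *insL*, -6.14 for *yis1*, 0.74 for *trkD*, 0.58 for *yieP*, 0.11 for *pflB*, 0.58 for the SOS response list, -1.49 for the pyrimidine biosynthesis list and 0.79 for the heat shock list. With the minimum mean RPKM it reversed to 0.0020 for *alkA*, 0.20 for *mug*, 0.63 for *xthA*, 0.85 for *recA*, 0.19 for *insE*, 0.11 for *insG*, 0.80 for *insL*, -2.99 for *yis1*, 0.73 for *trkD*, 0.58 for *yieP*, 0.11 for *pflB*, 0.57 for the SOS response list, 0.061 for the induced without oxygen list, -1.19 for the pyrimidine biosynthesis list and 0.79 for the heat shock list.
The enrichment of recombinational repair genes passed the threshold with DESeq2's size factors (odds ratio 2.96), without a filter (3.01) and one-sided (2.89, adjusted p = 0.0346), and did not in the other alternatives; the cause was not tested. That of base excision repair genes fell to an odds ratio of 0.64 against the other S5 Table genes, which are themselves more often higher in anaerobically grown cells than the genome. Of the 20 gene lists 8 passed with camera, 18 with fry and 0 with the correlation estimated from the 5 libraries; the cause was not tested.
Across the fits that each left out 1 library, log2 fold changes near 0 changed sign: *recA* ranged from -0.16 to 0.11, *mutL* from -0.043 to 0.046, *insL* from -0.25 to 0.10, *gltK* from -0.076 to 0.12 and the median of the SOS response list from -0.21 to 0.17. Thinning moved *recA* to 0.044. Over all alternatives, 985 values of named genes outside IS150 and IS911 kept their direction and, where calls were made, their side of the threshold. Of the lists, 287 kept both, 17 reversed, 17 were weaker and 19 stronger. Of the other gene values, 55 reversed, 35 were weaker, 29 stronger and 33 moved by more than the spread between libraries. Those moved come from leaving out an anaerobic library, which leaves 1.
The replicate numbers 1 and 3 occur in both environments. Libraries with the same number did not deviate together, with correlations across 4041 genes of -0.00545 and -0.0548, so they share only a number. With the replicate block 1215 and 1240 genes were called. Without the row of IS150 copy 5, an alternative chosen after seeing the data, the log2 fold change of *insK* was 0.43 and no longer passed the threshold. This row rose most of the *insK* rows, so its removal had to lower the value. Why it rose most was not tested.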

Differences from the paper's values

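The log2 fold change of *xthA* was -0.23 here and the paper's value in S5 Table is 0.64. Of the alternatives set before the data were examined, total counts only (0.68) and limma on the rounded RPKM with a pseudocount of 1 (0.63), a pseudocount of 0.1 (0.64) and a minimum mean RPKM of 1 (0.63) were within the error of the paper's value, and the others, from -0.47 to -0.019, were not. Total counts raised the log2 fold changes of the tested genes by 0.92 at the median, so this match does not single out *xthA*. Under DESeq2 with its prior, 145 of 146 of the paper's values lay within 0.05 of those found here. The paper's log2 fold change and adjusted p for *xthA* (0.64 and 0.00846) are also those it lists for *yafP*. It also lists equal values for *mutL* and *dnaN* (0.01 and 0.97) and for *insC* and *yis1* (0.28 and 0.69).
The relative transcript abundance of *insA* from counts was 1.45e-06 in aerobically grown cells and 3.43e-06 in anaerobically grown cells, and the paper's values in S6 Table are 2.34e-06 and 5.42e-06. From the rounded RPKM, an alternative set before the data were examined, the values were 2.15e-06 and 4.94e-06, within 1.5 times the paper's. With 1 library left out, values from counts were 1.37e-06 to 1.5e-06 in aerobically grown cells, none within 1.5 times, and 3.05e-06 and 3.8e-06 in anaerobically grown cells, of which 3.8e-06, without anaerobic library 3, was within 1.5 times. The gap was not special to *insA*. For the other 13 IS genes the paper's values were 1.48 to 1.49 times those from counts in aerobically grown cells and 1.44 to 1.45 times in anaerobically grown cells, and the counts on all genes were 1.43 to 1.5 times the totals that the rounded RPKM imply. From the rounded RPKM the paper's values were 0.977 to 1.03 times those found here, apart from *yis1* in anaerobically grown cells, which is 0 there. A different library total may therefore account for most of the gap, while the paper's values for *insA* were still 1.09 and 1.1 times those found here.
In its text the paper gives a larger ratio of the transcript abundance of IS911 to that of IS150 than was found here, where it was 0.163 in anaerobically grown cells and 0.148 in aerobically grown cells from counts per base pair. From the rounded RPKM it was 0.163 and 0.149, and no setting that was run reached the paper's statement. The ratios that follow from the paper's own values in S6 Table, 0.163 in anaerobically grown cells and 0.146 in aerobically grown cells, are close to those computed here.
The paper describes a significant difference in recombinational repair between the environments, and differential activity of MMR without stating its significance in the text. Here the adjusted p of Fisher's exact test over the 8 pathways was 0.0568 and 0.0954. Without adjustment over pathways, p was 0.0142 and 0.0477, both under the threshold in the legend of S2 Fig. With adjustment, recombinational repair also passed with DESeq2's size factors (adjusted p = 0.0336), without a filter (0.0311) and one-sided (0.0346), and MMR passed in none of the alternatives. The recombinational repair genes counted here leave out *recQ*, which could not be placed on a locus tag. S5 Table lists *recQ* with a log2 fold change of 1.34, and a test that includes it was not run. Part of the difference from the paper may therefore come from the missing gene.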

Other observations

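The tests of scaling and depth on the aerobic respiration genes and both tests on the *insK* rows were chosen only after the result was seen.
Gene lists written as a check of the oxygen labels did not move as those labels would have it. The aerobic respiration list had a median log2 fold change of 1.02 in anaerobically grown cells against aerobically grown cells (camera adjusted p = 4.2e-04), with 20 of 31 genes higher in anaerobically grown cells and 5 lower, among them *sdhB* (2.59), *sucA* (2.28) and *cyoB* (2.23) on the higher side. The list of genes induced without oxygen had a median of -0.10 (adjusted p = 0.339), with 9 of 31 genes higher and 14 lower, and its members went both ways: *nrdD* (1.24), *dcuB* (0.80), *tdcB* (2.11) and *hypB* (1.59) were higher, and *narG* (-1.05), *frdC* (-1.28), *adhE* (-1.33) and *dmsB* (-1.48) were lower. The median of this list was 0.82 under total counts only. These signs are those set in advance for exchanged labels. Against such an exchange, *sodA* (-3.27), *soxS* (-2.44) and *sufB* (-2.58) were lower in the libraries labelled anaerobic, and the oxidative stress list had a median of -1.14 (adjusted p = 0.00105), with 16 of 23 genes lower, although *katG* (0.87) and *oxyR* (1.12) were higher. With an estimated correlation the adjusted camera p of the oxidative stress list was 0.274. *sodA* is in both the aerobic respiration and the oxidative stress list. No gene was deleted in either environment, so exchanged labels and a different state of the cultures at harvest cannot be told apart from these libraries alone. Cultures in stationary phase that had used up glucose or oxygen at different times are a candidate explanation that was not tested.
A scaling factor moves all genes of a library alike, so it cannot set a list apart from the other genes. The adjusted camera p of the aerobic respiration list against the other tested genes, 4.2e-04 at the preset correlation, argues against scaling as the source of that distance, although with an estimated correlation it was 0.298. How far scaling moved the level of the list itself is open. The lowest median under DESeq2's size factors, total counts only and upper quartile normalization was 0.999, but these move all genes up or hardly at all. The higher genes were not a product of depth, with a median of 1.12 after thinning the aerobic libraries. With each aerobic library left out the median was from 0.72 to 1.37.
The paper proposes acid stress behind the higher arginine genes. The acid resistance list had a median of -1.07 (camera adjusted p = 0.0163), with 2 of 21 genes higher and 12 lower in anaerobically grown cells, which is opposite to the direction set in advance for acid stress. *asr* (1.22) and *adiY* (0.70) were higher, *gadB* (-3.24) and *slp* (-3.32) were lower, and the arginine decarboxylase list of 3 genes had a median of 0.13 (adjusted p = 0.796), with *adiA* at 0.13 and *adiC* at -0.23. Many of the acid resistance genes belong to the stationary phase response, whose list also fell, so the list does not decide whether acid stress occurred. A hypothesis is that repression by ArgR was lifted. The ArgR list had a median of 2.17 (adjusted p = 1.3e-10), with 17 of 19 genes higher and 0 lower, and its 15 members outside S9 Table had a median of 1.47, above the 0.024 of all tested genes. The purine list had a median of 1.68 (adjusted p = 8.25e-06), with 16 of 17 genes higher, so the rise of the ArgR members outside S9 Table was not above that of another biosynthetic list. The pyrimidine list had a median of 0.20 (adjusted p = 0.281). These camera p-values assume the preset correlation of 0.01 between genes. With the correlation estimated from the 5 libraries, the adjusted camera p was 0.298 for the acid resistance, ArgR and purine lists alike. The estimated correlation was 0.689 for the ArgR list. Lifted repression by ArgR may account for the genes of the ArgR list, and a broader rise of biosynthetic genes is open beside it. *yhaO*, *ybiA* and *purK* of S9 Table are not in the ArgR list, so this hypothesis does not cover them.
Recombinational repair genes are in part controlled by LexA. The SOS regulon list had a median of 0.38 and an adjusted p of 0.281 with camera. Of its 26 genes, 10 were higher in anaerobically grown cells and 4 lower. The list passed with limma on the rounded RPKM (adjusted p = 0.03, 0.0302 and 0.0391) and with fry (0.00252), although fry passed 18 of the 20 lists. It did not pass with camera at an estimated correlation (0.393). *sulA* (-1.96) and *lexA* (-1.07) were lower and *recA* did not differ, while *recN* was higher. Members of the list went both ways, so an induction of the whole SOS regulon was not seen. Induction of part of it stays open. The heat shock list had a median of -0.091 (adjusted p = 0.213), with 7 genes higher and 6 lower of 18.
The 4 *insK* rows of IS150 differed by up to 3.56-fold within a library, more than counting noise, although the paper gives the copies as identical in sequence. This argues against a near-equal division of shared reads. The excess of the copy 5 row over the lowest row was 42.7, 38.4 and 30.6 normalized CPM in aerobic libraries 1, 2 and 3. In anaerobic libraries 1 and 3 it was 157.3 and 96.2. The copy 3 row also lay above the lowest row in the aerobic libraries, with 1346, 1062 and 746 counts against 855, 638 and 477. Its log2 fold change was 0.17, and those of copies 2 and 4 were 0.62 and 0.57. Without the row of copy 5 the log2 fold change of *insK* was 0.434, with an adjusted p of 0.0653 in edgeR's test. That row rose most of the 4, so its removal had to lower the value and does not show a source in 1 copy. A hypothesis is that reads running into or out of copy 5 are unique to that copy and were counted there, which would make part of the rise of *insK* local to it. The counts cannot decide between this and a rule of the counting software, because reads inside the element carry no mark of their copy. *trkD* and *yieP*, the neighbors of copy 5, did not differ between the environments under TMM.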
